# Developmental Reprogramming in Mesenchymal Stromal Cells of Human Subjects with Idiopathic Pulmonary Fibrosis

**DOI:** 10.1038/srep37445

**Published:** 2016-11-21

**Authors:** Diptiman Chanda, Ashish Kurundkar, Sunad Rangarajan, Morgan Locy, Karen Bernard, Nirmal S. Sharma, Naomi J. Logsdon, Hui Liu, David K. Crossman, Jeffrey C. Horowitz, Stijn De Langhe, Victor J. Thannickal

## Abstract

Cellular plasticity and de-differentiation are hallmarks of tissue/organ regenerative capacity in diverse species. Despite a more restricted capacity for regeneration, humans with age-related chronic diseases, such as cancer and fibrosis, show evidence of a recapitulation of developmental gene programs. We have previously identified a resident population of mesenchymal stromal cells (MSCs) in the terminal airways-alveoli by bronchoalveolar lavage (BAL) of human adult lungs. In this study, we characterized MSCs from BAL of patients with stable and progressive idiopathic pulmonary fibrosis (IPF), defined as <5% and ≥10% decline, respectively, in forced vital capacity over the preceding 6-month period. Gene expression profiles of MSCs from IPF subjects with progressive disease were enriched for genes regulating lung development. Most notably, genes regulating early tissue patterning and branching morphogenesis were differentially regulated. Network interactive modeling of a set of these genes indicated central roles for TGF-β and SHH signaling. Importantly, fibroblast growth factor-10 (FGF-10) was markedly suppressed in IPF subjects with progressive disease, and both TGF-β1 and SHH signaling were identified as critical mediators of this effect in MSCs. These findings support the concept of developmental gene re-activation in IPF, and FGF-10 deficiency as a potentially critical factor in disease progression.

Idiopathic pulmonary fibrosis (IPF) is a chronic fibrotic lung disease characterized by impaired repair/regenerative responses and aberrant tissue remodeling^1^,^2^. It has been proposed that IPF may represent a re-capitulation of developmental programs based on global genomic studies demonstrating that IPF lungs are enriched with genes associated with lung development, e.g. transcription factors that regulate tissue morphogenesis of embryonic lung^3^,^4^; however, cell-specific expression patterns and the interaction of developmental genes in IPF have not been elucidated. IPF is a heterogeneous disease process with variable clinical courses and some patients are relatively stable for long periods, while others progress more rapidly^5^,^6^,^7^. Factors governing this heterogeneity in disease progression are not well understood.

During early lung development, signals from the mesenchyme are critical to specification of epithelial cell proliferation and differentiation^8^,^9^,^10^. Interactions and signaling between mesenchymal and epithelial cells are critical for later stages of lung development including branching morphogenesis and alveologenesis^11^. Lung branching morphogenesis is regulated by coordinated action of fibroblast growth factor (FGF-10), sonic hedgehog (SHH) and bone morphogenetic protein (BMP-4)^12^,^13^,^14^. Homeobox (Hox) genes are master regulators of tissue patterning and organ development. HoxA1 to A5 and HoxB1 to B6 are expressed in the developing lung^15^. Recently HoxA5 genes have been shown to be key upstream mesenchymal regulators of the Wnt2/2b, one of the main regulators of FGF-10 expression in the lung^16^,^17^. Mesenchyme homeobox-2 (Meox2) regulates TGF-β signaling^18^, nuclear factor-kappa B activity^19^, microRNA-221^20^, and DNA methylation^21^, processes known to be relevant to IPF pathogenesis. Although the precise roles of Hox genes in lung development have not been elucidated, they are known to be expressed at early stages, preceding branching morphogenesis. Roles of these molecules have also been reported in the maintenance of adult lung homeostasis and fibrosis^22^,^23^. FGF-10 is reported to play a major role in alveolar epithelial cell progenitor cell viability^24^,^25^,^26^, and repression of Meox2 is required for TGF-β1 induced myofibroblast differentiation^27^. Thus, dysregulation of these pathways may negatively affect adult lung injury repair.

The participation and contribution of mesenchymal stromal cells (MSCs) to injury repair processes in adult tissues/organs is well recognized^28^. We have previously identified a lung-resident population of MSCs isolated from the lower respiratory tract of human subjects via bronchoscopy and broncho-alveolar lavage (BAL)^29^. BAL-derived MSCs in *ex vivo* culture lack hematopoietic cell markers (CD14, CD34, and CD45), express CD73, CD90, and CD105, and demonstrate the capacity to differentiate into adipocytes, chondrocytes, and osteocytes. These cells were found to be donor-derived up to >11 years (based on sex-mismatch analyses of lung transplant recipients), suggesting that this MSC population is long-lived and reside locally in the terminal airspaces to regulate injury-repair processes^29^. We postulated that these BAL-derived MSCs represent a specific subpopulation of mesenchymal cells that are “embryonic remnants” that lie quiescent within the alveolar interstitium and are mobilized into the alveolar space in the context of lung injury repair. In this study, we hypothesized that gene expression patterns in MSCs from human subjects with varying disease activities/phenotypes may provide clues to aberrant developmental re-programming in IPF. Using differential gene expression and network analyses, we identified central roles for transforming growth factor-β1 (TGF-β1) and sonic hedgehog (SHH) pathways in human subjects with progressive disease; additionally, validation studies indicate a convergence of these pathways on the down-regulation of FGF-10, a critical homeostatic growth factor in alveolar epithelial cell survival and maintenance^24^,^25^,^26^.

## Results

### Gene expression profiling of MSCs in progressive vs. stable IPF

Previous studies from our group demonstrated the presence of tissue-resident MSCs isolated by bronchoscopy and BAL from human subjects^29^. Gene expression profiles in MSCs from IPF have not been previously characterized. To determine the changes in global mRNA expression during IPF progression, MSCs were isolated from patients with stable IPF (s-IPF) and progressive IPF (p-IPF). s-IPF and p-IPF patients were defined by a decline in forced vital capacity (FVC) < 5% and FVC ≥ 10% respectively over the preceding 6 months (n = 4 in each group; protocol for MSC isolation is shown in Supplementary Figure S1). MSCs were characterized, post-isolation and *ex vivo* growth, for their ability to form colonies in tissue culture plates and uniform expression of mesenchymal cell phenotype markers, prolyl-4-hydroxylase and vimentin (Supplementary Figure S2); additionally, we confirmed their ability to differentiate into mesodermal lineages (Supplementary Figure S3). No significant difference was observed in osteogenic, adipogenic and chondrogenic differentiation potential of BAL-derived MSCs between s-IPF and p-IPF MSCs. Early passage MSCs were placed in low serum conditions (0.05%) for 24 hours, then total RNA was isolated and subjected to whole genome transcriptome analysis to determine cellular/molecular mechanisms which separate these distinct clinical subphenotypes. 

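BAL-derived MSCs are mesenchymal cells that grow out as adherent colonies from bronchoalveolar lavage fluid. RNA was taken at passage 2, after 24 hours in 0.05% serum, from the cells of 4 patients with s-IPF and 4 with p-IPF, and 250 ng of RNA per patient was used for labelling. Each patient's cells were hybridized to 1 array, so each group has 4 arrays, of which the paper compared 3; s-IPF 3 and p-IPF 4 were left out. The deposited values are on the log2 scale after the robust multi-array average (RMA) of the authors, 1 per probe set, a set of short oligonucleotides that together measure a transcript. Beside 62 Affymetrix controls, 54613 probe sets were compared: 41091 carry 1 gene symbol in the annotation, 1801 carry several and 11721 carry none. The medians of the arrays lay between 6.14 and 6.18. The 3' minus the 5' control probe set of GAPDH, a sign of RNA degradation when large, lay between -0.03 and 0.06 on the log2 scale, and that of ACTB between 0.07 and 0.25, the highest in p-IPF 4. For each probe set, p-IPF was compared with s-IPF by limma, a linear model that moderates each variance with those of all probe sets, in the 6 arrays of the paper and then in all 8. A positive log2 fold change is higher expression in p-IPF. The number of arrays limits the precision: with 3 arrays against 3, an exact permutation test cannot go below a p of 0.1, and with 4 against 4 not below 0.0286.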

Expression values for each gene using a robust multi-array average were calculated after a number of quality control steps and normalization^30^. As a quality control step, a principal components analysis (PCA) was performed to analyze the segregation of gene expression profiles in each group (Supplementary Figure S4). 

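The array farthest from the others, s-IPF 3, had the highest level of every macrophage marker measured, 15 of 15. Lysozyme (LYZ) had a log2 value of 13.88 there, against 7.30 to 9.35 in the other s-IPF arrays, the signalling adaptor TYROBP 13.39 against 6.51 to 7.76, and the mannose receptor MRC1 11.25 against 4.29 to 4.91. CD14 and PTPRC, which encodes CD45, are surface markers that the Introduction describes as absent from BAL-derived MSCs. Their values were 10.26 and 9.56 in s-IPF 3 and at most 7.57 and 5.03 in the other s-IPF arrays. CD34, the other marker named there, was not raised: 7.08 in s-IPF 3 against 6.80 to 7.13 in the other arrays. HLA-DRA was 13.51 in s-IPF 3, at most 7.42 in the other s-IPF arrays and 9.76 in p-IPF 1. For all 15 markers the next highest array was p-IPF 1, with 12.42 for LYZ, 11.64 for TYROBP and 7.95 for MRC1, where p-IPF 2 had 6.75, 5.81 and 3.98 and p-IPF 3 had 10.95, 8.49 and 4.89, for LYZ and TYROBP above every s-IPF array used. Markers of MSCs and fibroblasts, such as VIM, COL1A2 and DCN, stayed as high as elsewhere: the mean over 16 of them was 13.01 in s-IPF 3 and between 12.83 and 13.05 in the other s-IPF arrays. The principal components were computed from all probe sets, centred and not scaled. PC1 held 36.1% of the variance and PC2 20.3%. On PC1, s-IPF 3 lay at 110 and p-IPF 1 at 50.9, and the other arrays lay between -58.8 and -9.52. On PC2, p-IPF 2 and p-IPF 3 lay at -65.9 and -60.8, whereas p-IPF 4, at 28.2, lay among the s-IPF arrays, between 16.7 and 38.6. The growth protocol of the paper removes non-adherent cells, mainly macrophages.

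**Figure D1:**
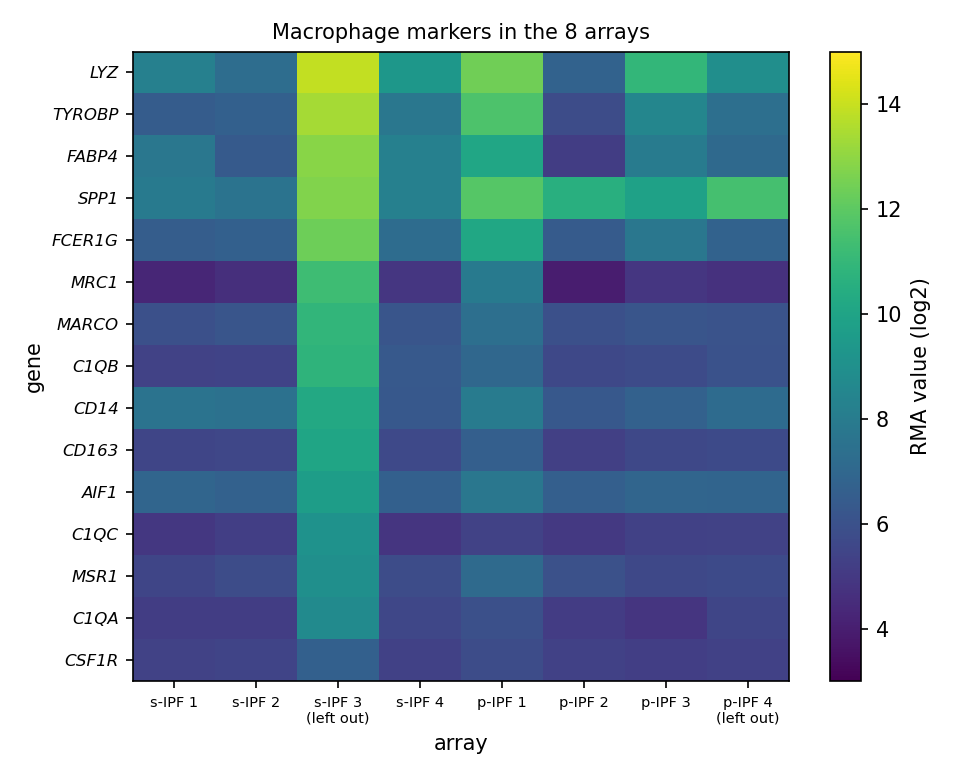
RMA values (log2, colour) of the 15 macrophage markers measured, in rows, in each of the 8 arrays, in columns. Every marker is highest in s-IPF 3, which the paper left out, and second highest in p-IPF 1, which it used.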

Based on this PCA, one sample from each group was excluded (sample #3 from s-IPF and sample #8 from p-IPF) resulting in n = 3 in each group for further analysis (GEO repository accession ID # GSE73854).

Statistical analysis was performed fitting a linear model designed for microarray analysis^31^. 

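Outside Table 1, among genes with an unadjusted p under 0.005 over the 6 arrays whose 3 values per group do not overlap, the largest rises in p-IPF were those of MFAP5, a glycoprotein of microfibrils (log2 fold change 4.32), the IGF carrier IGFBP3 (4.30), the pregnancy-specific glycoprotein PSG4 (4.15), the vesicle protein VAMP8 (3.84) and the transcription factor NFIB (3.57). KIF20A, NFASC, PSG7, TOP2A and PSG6 followed, from 3.26 to 3.04; the PSG genes are close paralogs and their probe sets share sequence. The largest falls were those of the alcohol dehydrogenase ADH1B (-4.70), the growth factor PDGFD (-4.31), the secreted WNT antagonist FRZB (-3.96), the nuclear factor TOX (-3.47) and the collagen gene COL14A1 (-3.35). SCARA3, ST8SIA1, TOX-DT, CLCA2 and TMEM100 followed, from -3.24 to -2.72. These 20 genes were chosen for the size of their change within those limits, and their adjusted p lay between 0.0805 and 0.185. With all 8 arrays the rises lay between 1.85 (TOP2A) and 3.37 (NFIB), and the falls between -2.84 (TOX) and -1.20 (TMEM100). The fall of ADH1B was then -1.61. In ADH1B (13.24), SCARA3 (10.2) and TMEM100 (9.76), p-IPF 4 lay above every s-IPF array. Over the 6 arrays, limma gave 1283 probe sets at an unadjusted p under 0.005, 645 higher and 638 lower in p-IPF, where 273 would be called if no gene differed. At an adjusted p under 0.05 there were 5: both probe sets of the monooxygenase gene FMO2 (-2.16 and -2.35), and 1 each of the integrin gene ITGA6 (2.07), of SERPINB7 (2.69) and of a transcript without a symbol (3.30). Over all 8 arrays their changes were -1.02 and -1.39 for FMO2, 0.81 for ITGA6 and 1.71 for SERPINB7, with overlapping groups. The transcript without a symbol changed by 3.02, without overlap (adjusted p = 0.231 in limma). By the first probe set, FMO2 was 5.70 in s-IPF 3 and 8.08 in p-IPF 4, each near the other group. The count of 5 over the 6 arrays was 46 without p-IPF 1, 10 without s-IPF 4, 3 without s-IPF 1 and 0 without s-IPF 2 or without p-IPF 3. The groups did not overlap at 17.4% of the probe sets, against 10% by chance. With all 8 arrays the smallest p was that of NFIB, with a log2 fold change of 2.65 (standard error 0.248, adjusted p = 0.213) and every p-IPF array above every s-IPF array. Among genes with a symbol, the next smallest p were those of PTGIR, the prostacyclin receptor (0.98), TNFRSF10D, a decoy receptor of TRAIL (1.12), MRPL19 (-0.94), VSNL1 (-1.20), PURA (-1.26), CDC42EP2 (0.68), DST (-1.70), MYCBP2 (-0.66) and CHD9 (-0.96). Over these 8 arrays limma gave 339 probe sets at an unadjusted p under 0.005, 153 higher and 186 lower, and 0 at an adjusted p under 0.05, with 3046 at an unadjusted p under 0.05. The count of 339 was 899 without s-IPF 3 and 213 without p-IPF 3. The groups did not overlap at 3.2% of the probe sets, against 2.86% by chance. Both comparisons called 177 probe sets. All had the same direction, which is little evidence, since the 8 arrays include the 6.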

428 probesets were selected based on an unadjusted *p*-value less than 0.005. The gene expression data was then analyzed using Ingenuity Pathway Analysis (IPA). 

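Genes of cell division were higher in p-IPF. Of 32 genes of mitosis and the G2/M transition, in a list written before the data were examined, all 32 had a positive log2 fold change over the 6 arrays, with a median of 1.89. Among them were cyclin A (CCNA2, 1.92), the kinesin KIF23 (2.20), and DLGAP5 (2.97) and NDC80 (2.13) of the spindle and kinetochore. At an adjusted p under 0.05, 0 of them passed over all genes, and 28 when adjusted over the list alone; 21 had an unadjusted p under 0.005. The networks of the study, drawn from these arrays, hold 20 of the 32. Of 26 genes of DNA replication, 23 had a positive log2 fold change, among them GINS1 (1.48) and CDC6 (1.37), with 0 at an adjusted p under 0.05 over all genes and 5 when adjusted over the list alone. Their median was 0.54, 0.35 without p-IPF 3 and 0.33 with the replicate number as a block. The block leaves s-IPF 4 and p-IPF 3 without a partner, so 0.33 rests on the arrays numbered 1 and 2. Genes of the interferon response were lower at 22 of 23, with a median of -0.63, led by PLAAT4 (-2.06) and the death ligand TNFSF10 (-2.68); 2 had an unadjusted p under 0.005 and 1 passed when adjusted over the list alone. Their shift rests on s-IPF 2, whose interferon genes had a mean of 10.03 against 8.07 and 8.30 in the other s-IPF arrays used: without it the median was -0.12, and without s-IPF 4 it was -0.96. The lists were compared with all other genes by camera of limma, at a preset correlation of 0.01 between genes. The adjusted p was 9.48e-30 for mitosis, 3.9e-07 for replication and 8.5e-05 for the interferon response. In all, 10 of 27 lists had an adjusted p under 0.05, 7 higher and 3 lower; with an estimated correlation 0 of them did, and mitosis had adjusted p = 0.373 with an estimated correlation. By the fry test 3 lists passed, mitosis, lung development and contractile genes (adjusted p = 0.0351 each), and 0 over all 8 arrays. Macrophage markers were among the lists that were higher (median 0.40, adjusted p = 0.0324); their mean was 8.33 in p-IPF 1, 6.80 in p-IPF 3 and 6.00 in p-IPF 2, and over all 8 arrays, with s-IPF 3 and p-IPF 4 added, their median was -0.79. With 8 arrays, all 32 mitosis genes remained higher (median 1.18, adjusted p = 6.73e-15), with 1 of them, CCNA2, at an unadjusted p under 0.005. Replication, interferon and hypoxia genes also had an adjusted p under 0.05 (4 of 27 lists in all), and with an estimated correlation 0 lists did, with adjusted p = 0.657 for mitosis, replication and hypoxia and adjusted p = 0.857 for interferon. Against the mean of the s-IPF arrays used, the median of the mitosis genes was higher by 1.66, 1.64 and 2.56 in p-IPF 1, 2 and 3, by 0.96 in s-IPF 3 and by 0.06 in p-IPF 4.

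**Figure D2:**
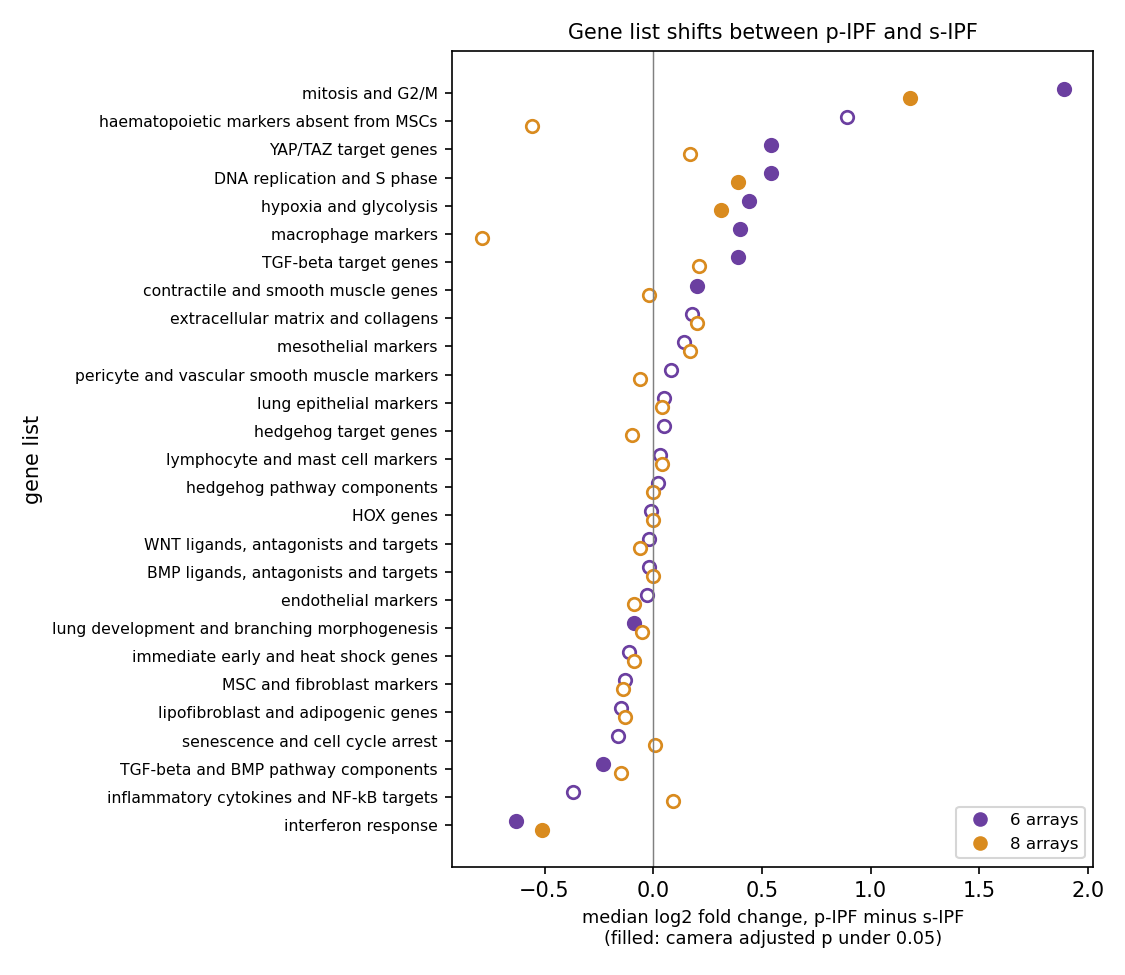
Median log2 fold change, p-IPF minus s-IPF, of each of the 27 gene lists over the 6 arrays of the paper and over all 8; filled points have an adjusted p under 0.05 by camera at the preset correlation. The mitosis genes are the highest in both, at 1.89 and 1.18, and the macrophage markers change sign, from 0.40 to -0.79.

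**Figure D3:**
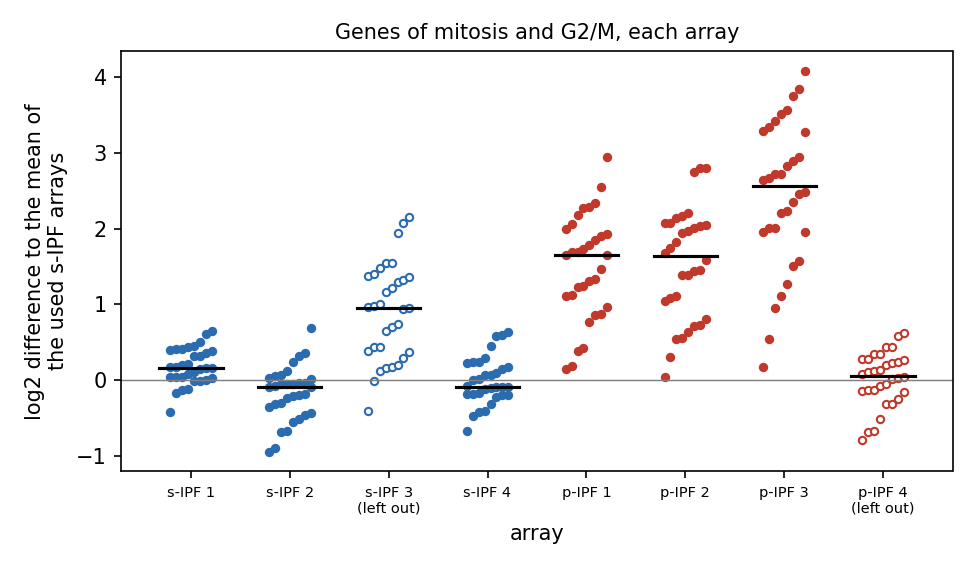
Log2 difference of each of the 32 genes of mitosis and G2/M (points) to its mean in the s-IPF arrays used, for each array; lines are medians and open points are arrays left out by the paper. The medians of p-IPF 1, 2 and 3 are 1.66, 1.64 and 2.56, and that of p-IPF 4 is 0.06.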

The “top functions” predicted by this analysis (score >30; number of molecules ≥20) and associated genes, including those which were up-regulated or down-regulated are shown in Supplementary Table S1. Interestingly, many of the differentially expressed genes are known to play central roles in organismal development (cluster #2 and 5). Among these, the major growth factors that regulate branching morphogenesis during embryonic lung development, FGF-10 and BMP-4 were down-regulated while transcription regulators, Meox2 and HoxA2, were up-regulated in p-IPF when compared to s-IPF. 

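Developmental genes moved in both directions. Of 46 genes of lung development and branching, 29 were lower and 17 higher in p-IPF over the 6 arrays. The transcription factor TBX5, active in the lung mesenchyme, fell by 1.05 on the log2 scale, GLI3, a transcription factor of hedgehog signalling, fell by 1.19, and PDGFRA, the receptor of alveolar fibroblasts, fell by 1.13. Adjusted over all genes, 0 of the 46 passed an adjusted p under 0.05 in limma; 5 were lower and 1 higher when adjusted over the list alone. Genes that the study selected on these arrays, such as FGF10 and BMP4, were not left out of this list. The tally and the tests of the list are therefore not independent of that selection. The median of -0.09 was small (-0.14 without s-IPF 4). It was -0.16 with the replicate number as a block, which also leaves out s-IPF 4 and p-IPF 3, without a partner. The list had adjusted p = 0.00286 by camera and adjusted p = 0.373 with an estimated correlation. In the 8 arrays the list had adjusted p = 0.39 and passed 0.05 without s-IPF 3 (median -0.04), and TBX5 changed by -0.50, GLI3 by -0.41 and PDGFRA by -0.61. Of the WNT genes, 29 measured, the antagonist FRZB fell most clearly, while the median of the list was -0.02 (adjusted p = 0.456). The median over 28 HOX genes was -0.01 (adjusted p = 0.901). Of 23 ligands, antagonists and targets of BMP, 10 were higher and 13 lower, with a median of -0.02 (adjusted p = 0.602). When adjusted over the list alone, 4 passed as higher, among them ID4 (2.65), FSTL3 (1.17) and ID3 (0.76), and 3 as lower, among them BMP4. Clusters #2 and #5 were chosen by the study on these arrays, so their tallies are not independent. Over the 6 arrays, 22 of the 23 genes of cluster #2 and 18 of the 20 of cluster #5 had an unadjusted p under 0.005, each gene by the probe set of Table 1 or, outside that table, by the one with the smallest p. With the arrays left out included, 2 and 4 did, with every gene in the same direction. In cluster #5, PLXNC1, a semaphorin receptor, fell by 1.68 over the 6 arrays and by 1.35 over all 8.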

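FGF10 was lower in every p-IPF array than in the s-IPF arrays of the paper's comparison. FGF-10 is a growth factor that the lung mesenchyme secretes and that acts on the epithelium. Its only probe set had a log2 value of 7.83 ± 0.813 (SD, n = 3) in s-IPF and 4.60 ± 0.187 (SD, n = 3) in p-IPF, which lie at the 70.1 and 22.3 percentiles of all probe sets. This is a log2 fold change of -3.23 (standard error 0.393, adjusted p = 0.0831), or a 9.38-fold lower value. BMP4, which patterns the airway buds, was 9.98 ± 0.791 in s-IPF and 7.40 ± 0.818 in p-IPF, a change of -2.58 (standard error 0.532, adjusted p = 0.172). MEOX2, a homeobox factor, was 4.01 ± 0.813 and 6.83 ± 1.07, a rise of 2.82 (standard error 0.626, adjusted p = 0.19), and HOXA2 was 7.41 ± 0.554 and 9.14 ± 0.461, a rise of 1.73 (standard error 0.342, adjusted p = 0.165). The unadjusted p of limma was 0.000146 for FGF10, 0.0026 for BMP4, 0.00374 for MEOX2 and 0.00211 for HOXA2. For each of the 4 genes the 3 values per group did not overlap. This was so at 100% of the probe sets with an unadjusted p under 0.005 over the 6 arrays, so it adds nothing to the p. FGF10 stayed under 0.005 without any single array of the 6. BMP4 did not without s-IPF 1 or 4 or p-IPF 2 or 3 (-2.58, -2.18, -2.59 and -2.17), MEOX2 did not without s-IPF 1 or 2 or p-IPF 1 or 2 (2.57, 2.60, 2.60 and 2.43), and HOXA2 did not without s-IPF 2 or 4 or p-IPF 2 or 3 (1.56, 1.57, 1.85 and 1.46). A further probe set of MEOX2, near the lowest signal of the arrays (3.56 to 3.86), changed by 0.05. For HOXA2 the values above are from the probe set that Table 1 names and the annotation does not. The probe set that the annotation assigns to HOXA2 changed by 0.51, with overlapping groups and an unadjusted p of 0.129 in limma. In the arrays left out, FGF10 was 4.91 in s-IPF 3 and 4.95 in p-IPF 4, both near the p-IPF mean. BMP4 was 7.70 and 8.76, MEOX2 3.87 and 3.82, both near the s-IPF mean, and HOXA2 8.16 and 8.66. Over all 8 arrays the log2 fold change was -2.41 for FGF10 (standard error 0.707, adjusted p = 0.86), -1.67 for BMP4, 2.10 for MEOX2 and 1.42 for HOXA2. HOXA2 alone, by its Table 1 probe set, was then higher in every p-IPF array than in every s-IPF array. By the probe set that the annotation assigns to it, the groups overlapped (0.77). The exact permutation test over all 8 arrays, two-sided, gave p = 0.0571 for FGF10, p = 0.114 for BMP4, p = 0.0857 for MEOX2 and p = 0.0286 for HOXA2.

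**Figure D4:**
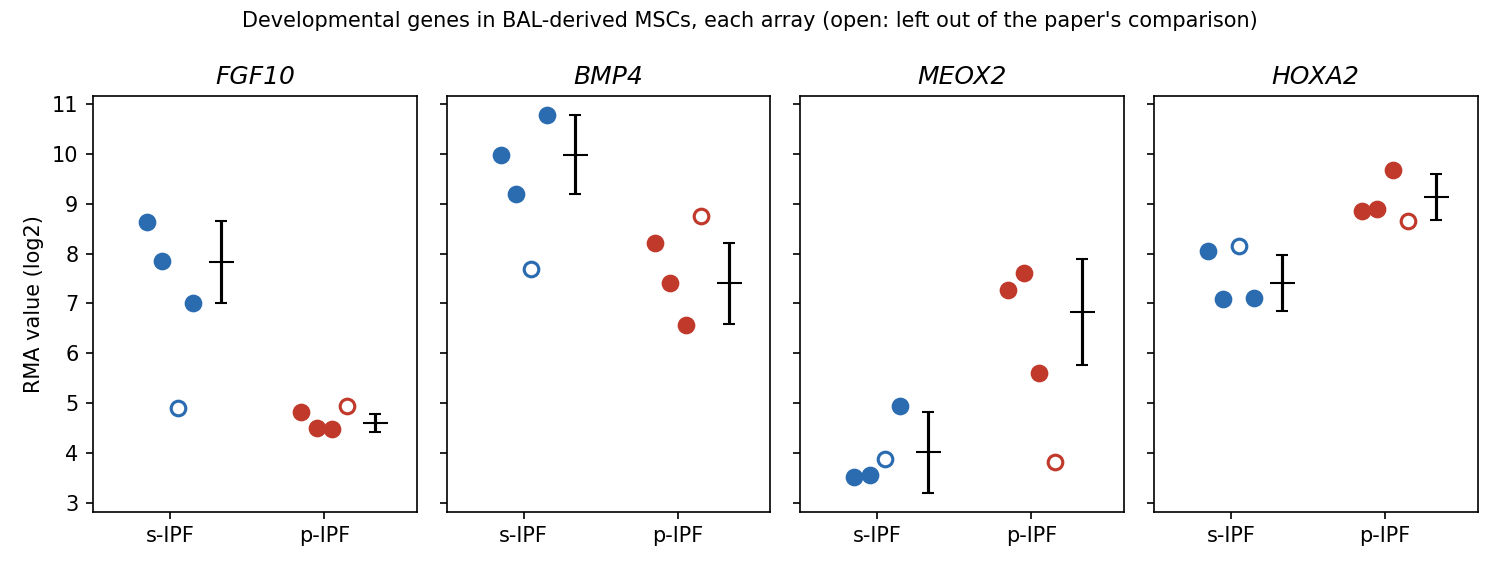
RMA values (log2) of FGF10, BMP4, MEOX2 and HOXA2 in each s-IPF and p-IPF array, with the mean and SD of the 3 arrays per group that the paper compared; open circles are the arrays it left out. In FGF10 the array left out of s-IPF lies at 4.91, beside the p-IPF arrays, and in MEOX2 the array left out of p-IPF lies at 3.82, beside the s-IPF arrays.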

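Beside FGF10, BMP4 and MEOX2, cluster #2 holds genes of adhesion, matrix and coagulation. Tissue factor (F3) rose by 2.00 on the log2 scale (standard error 0.159, adjusted p = 0.061 over the 6 arrays), ITGA6, the laminin-binding integrin chain, by 2.09 (standard error 0.2, adjusted p = 0.0625) and the contractile protein gene CNN1 by 2.29 (standard error 0.352, adjusted p = 0.113). IGFBP2 fell by 2.58 (standard error 0.403, adjusted p = 0.113), and MMP11 by 2.65, COL18A1 by 1.58, MTUS1 by 1.56, PERP by 1.55 and SHC3 by 1.75. ANXA3 (3.01), HMMR (2.91), F11R (2.71), RCAN1 (1.71), COL4A1 (1.65), CCN1, formerly CYR61 (1.41), SEMA3F (1.20) and GATA2 (1.16) rose. The symbols of F11R and HOXA2 are those of the table, since the annotation names no gene for their probe sets. Of the 24 probe sets, 23 had an unadjusted p under 0.005 in limma over the 6 arrays, with COL4A1 at 0.00641, and 0 had an adjusted p under 0.05. The 24 were chosen by the study on these arrays, so this is not independent. That count was 14 without p-IPF 2 or without p-IPF 3. With all 8 arrays, 3 of the 24 had an unadjusted p under 0.005: IGFBP2 (-2.79), F3 (1.5) and HOXA2. Without s-IPF 3 or without p-IPF 4 the count was 10, and it was 1 or 2 without any other array. The arrays left out took no part in choosing the 24 probe sets. On a scale on which -1 is the s-IPF mean and 1 the p-IPF mean, s-IPF 3 had a median position of 0.43, with 15 of 24 on the p-IPF side, and p-IPF 4 had -0.40, with 16 of 24 on the s-IPF side. IGFBP2 was 10.48 in s-IPF 3 and 7.08 in p-IPF 4, each on the side of its own group. ITGA6 was 10.77 in s-IPF 3, above every p-IPF array, and SHC3 was 10.49 in p-IPF 4, within the s-IPF arrays used.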

A heat map comprising genes in cluster #2 (with addition of HoxA2 from cluster #5) is shown in Fig. 1, and description of these genes including fold change and p-values are provided in Table 1.

To validate the expression of the developmental genes of interest, we analyzed a new cohort of IPF patients (n = 15), including stable-IPF (s-IPF, n = 7) and progressive-IPF (p-IPF, n = 8). Real-time PCR for the genes of interest (FGF-10, BMP-4, Meox2 and HoxA2) was performed on BAL-MSCs on these patients. The primary finding of a down-regulation of FGF-10 in p-IPF was validated with an even greater fold change (−3.77 Log_2_-fold decrease, *p* < *0.04*; t-test) (Fig. 2). To determine if the levels of FGF-10 from IPF subjects is diminished relative to control, non-IPF lungs, we assessed the constitutive expression of FGF-10 mRNA in MSCs obtained from surveillance bronchoscopies and BAL from lung transplant recipients without bronchiolitis obliterans or infection and grown *ex vivo*. We found that steady-state levels of FGF-10 gene expression were >25-fold higher in these non-IPF control subjects (Supplementary Figure S5). BMP-4, Meox2 and HoxA2 showed a trend in the direction of change observed in the original cohort although statistical significance was not achieved (Fig. 2). Together, these data support the concept of the activation of developmental pathways in lung MSCs derived from human subjects with IPF, and a deficiency in MSC expression of FGF-10 in subjects with progressive disease.

### Up-regulation of TGF-β and SHH signaling pathways in progressive IPF

IPA is one approach to identifying the roles of differentially regulated genes in biological pathways/processes^32^. An IPA network analysis of the selected developmental genes, FGF-10, BMP-4, Meox2, and HoxA2, revealed many direct/indirect interactions with other genes within the network that were either up-regulated (red) or down-regulated (green) (Fig. 3A). 

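Of the 20 measured nodes of the path drawn in Fig. 3B, the secreted FGF2 rose in p-IPF with FGF10 falling. FGF2 had a log2 fold change of 1.34 over the 6 arrays (standard error 0.233, adjusted p = 0.132) and 1.09 over all 8 (adjusted p = 0.716), where it had an unadjusted p of 0.00311. TBX5 was the other node beyond the 4 selected genes with an unadjusted p under 0.005 over the 6 arrays, 2 of 16 in all. The ligand TGFB1 changed by -0.48 (adjusted p = 0.519), the integrin chain ITGAV by -0.42, SMAD1 by -0.50, VEGFA by 1.47 (adjusted p = 0.464) and the receptors FGFR1 and FGFR2 by -0.50 and 0.03. The transcript of SHH lay between 5.59 and 5.87 in all 8 arrays and changed by -0.07 (adjusted p = 0.854). A low and flat signal of a ligand does not measure its protein, which other cells can supply.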

When “shortest path” analysis between these four genes was performed, two principal biological pathways were uncovered, the canonical TGF-β and SHH signaling pathways (Fig. 3B). These data suggest that both the canonical TGF-β and SHH signaling may participate in developmental programming and contribute to the observed patterns in MSC gene expression.

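Genes that TGF-β induces were higher in p-IPF over the 6 arrays, and genes of the hedgehog pathway were not shifted as a group. Of 24 TGF-β target genes, 20 were positive with a median of 0.39, among them the contractile genes TPM1 (1.07), CNN1 and TAGLN (1.03) and the matrix cross-linker LOX (1.3). ACTA2, which encodes α-SMA, changed by 0.34 (adjusted p = 0.719). In limma, 0 passed an adjusted p under 0.05 over all genes and 5 when adjusted over the list alone, and 3 of the 24, CNN1, LOX and COL4A1, are in the networks that the study drew from these arrays. Components of the TGF-β and BMP pathways were lower at 19 of 30 (median -0.23), led by LTBP3, which stores latent TGF-β in the matrix (-1.04), the only one to pass when adjusted over the list alone. Targets of YAP and TAZ, which overlap those of TGF-β, had a median of 0.54 with 18 of 21 positive, among them F3, IGFBP3, CCN1 and CCN2 (0.84), the 4 that passed when adjusted over the list alone. In the hedgehog pathway, GLI3 and the co-receptor GAS1 were lower (GAS1 -1.37), while of 12 target genes 0 had an unadjusted p under 0.005 and 0 passed when adjusted over the list alone. By camera the adjusted p was 0.00322 for TGF-β targets, 0.00753 for TGF-β and BMP components, 3.8e-05 for YAP and TAZ targets, 0.0324 for contractile genes, 0.387 for hedgehog components and 0.823 for hedgehog targets. With an estimated correlation the TGF-β targets had adjusted p = 0.576, and the components, the YAP and TAZ targets and the contractile genes each had adjusted p = 0.373. Without p-IPF 3, the TGF-β targets no longer passed (median 0.34), and without p-IPF 1 their median was 0.68. Their mean was 11.43 and 11.38 in p-IPF 2 and 3. In p-IPF 1, at 10.63, it lay below s-IPF 2 and s-IPF 4 (10.69 and 10.77) and above s-IPF 1 (10.23). Without s-IPF 1, the median of the TGF-β targets over the 6 arrays was 0.3. Over all 8 arrays the median of the TGF-β targets was 0.21 (adjusted p = 0.129), that of YAP and TAZ targets 0.17 (adjusted p = 0.092), that of hedgehog targets -0.10 (adjusted p = 0.988) and that of contractile genes -0.02, with 10 of 20 positive (adjusted p = 0.645). The TGF-β targets then passed with the highest-variance probe set of each gene (0.63, and 0.73 over the 6 arrays), with array weights (0.31), without p-IPF 1 (0.31) and without p-IPF 4 (0.34), and their median was 0.13 without p-IPF 2 and 0.11 without p-IPF 3. TAGLN was 14.38 in s-IPF 3 and 12.35 in p-IPF 4, the arrays left out. CCND2, with 1.67 over all 8 arrays and an unadjusted p of 0.00216, was higher in every p-IPF array than in every s-IPF array. Of the 12 hedgehog targets, 1 was higher over all 8 arrays at an unadjusted p under 0.005, and 1 passed when adjusted over the list alone. From the paths that connect the 4 developmental genes, the paper proposes that TGF-β and SHH signalling take part in the developmental programming of these MSCs. The paper also reports that added TGF-β1 lowered all 4 genes in MSCs of transplant recipients. In p-IPF, FGF10 and BMP4 were lower over the 6 arrays, whereas MEOX2 and HOXA2 were higher (2.82 and 1.73).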

### TGF-β signaling down-regulates FGF-10, BMP-4, Meox2 and HoxA2 in BAL-MSCs

Hyperactivation of TGF-β signaling has been implicated in the pathogenesis of IPF including myofibroblast differentiation and survival^33^. Therefore, we first determined whether higher levels of TGF-β are associated with myofibroblast differentiation from BAL-derived MSCs. To test this hypothesis, MSCs were obtained from surveillance bronchoscopies and BAL from lung transplant recipients without bronchiolitis obliterans or infection and grown *ex vivo*. After serum deprived for 24 h, cells were treated with recombinant TGF-β1 (2.5 ng/ml) *in vitro* for 0 to 48 h and expression of α-smooth muscle actin (α-SMA), a marker for the myofibroblast phenotype, was assessed by western blotting. A time-dependent increase in α-SMA was observed in the MSC following TGF-β1 treatment indicating myofibroblast differentiation (Fig. 4A). High levels of SHH have also been reported in IPF lungs^34^. To test if SHH, similar to TGF-β1, induces myofibroblast differentiation of BAL-MSCs, MSCs were serum deprived for 24 h and treated *in vitro* with recombinant SHH (0, 50, 100 and 500 ng/ml) for 48 h and analyzed for α-SMA protein expression. In contrast to TGF-β1, SHH had no effect on α-SMA expression at any of the doses tested (Fig. 4B). These data indicate that TGF-β1, but not the direct actions of SHH, likely contributes to myofibroblast differentiation of MSCs, a key event in fibrogenesis.

Next, we sought to determine whether changes in the pattern of developmental gene expression between s-IPF and p-IPF could be attributed to hyperactive TGF-β or SHH signaling in IPF. MSCs obtained from healthy transplant recipients (n = 3, each analyzed in triplicate) were treated with TGF-β1 (2.5 ng/ml), SHH (500 ng/ml) or in combination for 48 h following 24 h of serum deprivation and assessed gene expression of FGF-10, BMP-4, Meox2 and HoxA2 by real-time PCR. Both TGF-β1 and combination treatment of TGF-β1 with SHH resulted in significant down-regulation of FGF-10, BMP-4, Meox2 and HoxA2 mRNA expression, while SHH by itself did not alter the expression of these genes (Fig. 4C–F). Since exogenous addition of recombinant SHH may fail to bind/activate PTCH1 to de-repress smoothened (SMO; SHH co-receptor), essential for SHH signaling^35^, we tested the ability of a SMO agonist (cell-permeable smoothened agonist, SAG (100 ng/ml; Calbiochem). SAG induced a marked down-regulation in FGF-10 expression in normal human MSCs (Fig. 4G; similar results were obtained in MSCs from a second human subject). SAG had no effect on the expression of BMP-4, Meox2, HoxA2 and α-SMA (data not shown). This data suggests high levels of TGF-β and SHH signaling in IPF may account for the observed deficiency of FGF-10 in human subjects with progressive disease.

### FGF-10 expression is reduced in fibroblastic foci of IPF lungs

Based on the finding that FGF-10 expression is decreased in MSCs derived from the BAL of human subjects with progressive IPF, we evaluated the localization of this protein in lungs of control and IPF subjects. Tissue sections obtained from failed donor lungs (controls, n = 4) and IPF subjects (explants from lung transplantation, n = 4) were immunostained for FGF-10 expression. α-SMA immunostaining was also performed to identify areas of active fibrosis. While robust expression of α-SMA was observed within fibroblastic foci in IPF lungs, these foci were largely devoid of FGF-10 expression, despite the expression of this growth factor in interstitial mesenchymal cells in regions with less fibrotic remodeling. We were unable to detect FGF-10 immunostaining in normal lungs and, as expected, only airway/vascular smooth muscle cells stained positive for α-SMA (Fig. 5). IPF lung tissues were also co-immunostained for vimentin, a mesenchymal cell maker, and FGF-10 to determine identity of the FGF-10 producing cells. Immunofluorescence based co-localization demonstrated that almost all FGF-10 positive cells expressed vimentin, while a number of vimentin positive cells failed to express FGF-10 (Supplementary Figure S7). This suggests that FGF-10 expressing cells represent a subset of mesenchymal cells in IPF lung tissues.

## Discussion

Effective lung regeneration following injury requires reactivation of developmental programs which involves the crosstalk between the alveolar epithelium and underlying mesenchymal cells^1^,^36^. In response to lung injury, stromal fibroblasts/myofibroblasts deposit extracellular matrix (ECM) proteins, mainly fibrillar collagens and fibronectin, to form a provisional matrix that allows for alveolar epithelial cell proliferation and differentiation to regenerate damaged epithelium. Chronic injury and aging may exhaust mechanisms by which the mesenchyme and epithelium regenerate functional alveoli and lead, instead, to aberrant mesenchymal activation characterized by myofibroblast accumulation and excessive ECM deposition. The roles of alveolar mesenchymal cells in lung injury repair are not well understood, and likely represent a heterogeneous population^37^. We have previously identified lung-resident MSCs that can be isolated and analyzed by bronchoscopy and BAL^29^.

In the current study, we identified an interesting pattern of gene expression in BAL-derived MSCs from patients with IPF, when differentially analyzed based on a clinical definition of disease progression [forced vital capacity (FVC) decline of ≥10% over a 6-month period] vs. stability (FVC < 5% over a 6-month period). The robustness of this definition of disease progression has been validated by 3 independent research groups that showed that a decline in FVC of ≥10% over a 6–12 month period is predictive of decreased survival in IPF subjects^5^,^6^,^7^. For this study, we relied on early passage (P1–4) MSCs *ex vivo* to maintain relative purity of the mesenchymal cell population (rather than P0 MSCs that are less pure; no specific cell surface marker of MSCs has been reported). Although gene expression patterns are influenced by *ex vivo* cell culture conditions, these cells also maintain a stable and heritable pattern of gene expression, likely via cell autonomous epigenetic mechanisms^38^,^39^. Transcriptomic analyses on MSCs isolated from a discovery cohort of IPF patients with progressive vs. stable disease (n = 4 in each group, and n = 3 per group after PCA) revealed enrichment for genes involved in organismal development. Among these genes, differential expression of genes regulating branching morphogenesis (FGF-10, BMP-4) and the homeobox genes, Meox2 and HoxA2, were identified. Interactome analysis of these four genes by shortest pathway network algorithm indicated their association with canonical TGF-β1 and SHH signaling. We explored whether TGF-β1 and SHH signaling in MSCs were sufficient to explain the observed patterns of developmental gene expression that discriminated progressive from stable IPF. TGF-β1 suppressed FGF-10, BMP4, Meox2 and HoxA2 gene expressions in MSCs. While recombinant SHH had no effect on these genes of interest, treatment of MSCs with an agonist of smoothened (SMO; SHH co-receptor) resulted in inhibition of FGF-10 gene expression without significant effects on BMP4, Meox2 and HoxA2. We re-analyzed these 4 candidate genes in a replication cohort of 15 IPF subjects (8-progressive and 7-stable) and observed an even greater decrease in FGF-10 (−3.77 Log_2_-fold change; *p* < *0.04*) in IPF subjects with progressive disease; the other developmental genes of interest showed similar trends to the discovery cohort, although statistical significance was not achieved. Non-IPF control MSCs obtained from surveillance bronchoscopies and BAL from lung transplant recipients without bronchiolitis obliterans or infection showed significantly higher FGF-10 expression compared to IPF MSCs. This data supports the concept that there may be a loss of a protective effect of FGF-10 in progressive IPF.

Mesenchyme-derived FGF-10 is critical for maintaining lung epithelial progenitor cells during early lung development^40^. FGF-10 knockout mice fail to develop lungs^41^. FGF-10 expression is also required for lung epithelial regeneration following injury in adults, and suppression of FGF-10 has been shown to compromise regenerative capacity after naphthalene injury^42^. FGF-10 acts as a protective and therapeutic agent against bleomycin-induced pulmonary fibrosis^24^ and attenuates H_2_O_2_-induced alveolar epithelial cell DNA damage^26^. FGF-10 overexpression during bleomycin-induced lung injury has been shown to have a protective effect on epithelial progenitor cells by inhibiting TGF-β1^24^. Thus, TGF-β1 and FGF-10 reciprocally and negatively regulate each other to influence the outcome of the repair and regenerative response. Absence of FGF-10 immunostaining in the fibroblastic foci (myofibroblasts) in IPF lungs substantiates TGF-β1-stimulated suppression of FGF-10 gene expression in our *in vitro* studies. A recent report also demonstrated that intra-tracheal delivery of FGF-10 protected from LPS-induced acute lung injury in rats via mobilizing MSCs in the BAL^43^. It remains to be determined whether the mechanism of protection observed in this study is solely related to MSC mobilization or whether this protection may involve mesenchymal-to-epithelial cell signaling. Our study focused on human subjects with progressive (vs. stable) fibrotic lung disease, supporting a role for FGF-10 in disease progression rather than disease initiation or susceptibility.

SHH has been shown to inhibit FGF-10 gene expression in embryonic lung tissue^35^,^44^,^45^. SHH was also reported to stimulate proliferation and myofibroblast differentiation of human lung fibroblasts^34^,^46^. High levels of SHH is also reported in IPF lungs^34^,^47^. SHH expression is also required during embryogenesis and tissue repair^48^,^49^. Recently, SHH was shown to be required for maintenance of a quiescent mesenchyme in the adult lung^50^. During epithelial injury, SHH levels decline leading to a proliferative repair response by mesenchymal cells. SHH levels promptly returns to baseline post injury restoring mesenchymal quiescence^50^. In our study, while exogenous treatment with recombinant SHH failed to suppress FGF-10 expression in MSCs, activation of this pathway by SAG (a smoothened agonist) markedly down-regulated FGF-10 in lung MSCs. The failure of recombinant SHH to mediate signaling may be related to its inability to bind/activate PTCH1 and de-repress SMO, essential for SHH signaling^35^. Together, these data support a role for heightened SHH/smoothened signaling, in concert with TGF-β1, in the downregulation of FGF-10 gene expression observed in MSCs of human IPF subjects with progressive disease.

BMP-4 is principally expressed by the lung epithelial cells and is weakly expressed by the mesenchyme during lung development^51^. Unlike other BMPs, BMP-4 expression remains restricted to the distal epithelial cells and regulates branching morphogenesis along with FGF-10 and SHH^48^,^52^. FGF-10 is known to stimulate BMP-4 expression in the epithelium during branching and in return is inhibited by SHH and BMP-4 at high concentrations, thus controlling branch outgrowth^53^. TGF-β1 has been reported to inhibit BMP-4 signaling in pulmonary artery smooth muscle cells^54^. Similar to this latter report, we observed a significant down-regulation of BMP-4 gene expression by TGF-β1; the precise role for mesenchyme-derived BMP-4 in wound healing and repair requires further investigation.

TGF-β1’s role in fibrotic disorders is well recognized, not only in the lung but in almost all organs studied^55^. Alveolar epithelial cells are thought to be the primary source of TGF-β1 in IPF lungs^56^,^57^. TGF-β1 is known to regulate embryonic development, cellular growth/differentiation, host defense and tissue repair^58^. Our findings showed significant downregulation of FGF-10 gene expression in MSCs in response to TGF-β1 and SHH signaling. The sustained up-regulation of TGF-β1 and SHH, with concomitant deficiency of FGF-10, may prevent restoration of normal epithelial homeostasis.

In summary, this study demonstrates lung-resident MSCs harbor gene expression patterns that recapitulate developmental reprogramming in an adult, age-related fibrotic lung disease, IPF. This is the first study to demonstrate a deficiency in MSC expression of FGF-10 in progressive IPF, a specific clinical endotype. This is consistent with a protective role of FGF-10 in animal models of lung injury and fibrosis^24^,^40^,^43^,^59^. Further studies are required to determine the impact of the FGF-10 deficiency on epithelial cell fate and function. FGF-10^low^ population may be a biomarker of “pathologic” MSCs and that loss of FGF-10 alone is unlikely to explain disease progression. The studies reported here also suggest that gene expression patterns of alveolar MSCs may be useful in prognostication of disease progression in IPF, and potentially other chronic lung diseases; future studies will determine if such approaches can be exploited to develop personalized therapies that target altered developmental pathways.

## Methods

### Isolation of alveolar mesenchymal cells

BAL fluid was collected from patient with stable and progressive IPF following patient informed consent and methods approved by the Institutional Review Board (IRB) of the University of Michigan (UM) and University of Alabama at Birmingham (UAB). All methods involving human participants were performed in accordance with the relevant guidelines and regulations. The cellular fraction of the BAL fluid is pelleted by centrifugation and plated on tissue culture plates at a density of 5 × 10^6^ cells/100 mm dish. The media is changed daily for the first two days and thrice weekly, thereafter. This resulted in the removal of terminally differentiated, apoptotic cells and/or non-adherent cells, mainly inflammatory cell populations (macrophages). By 10–14 days in cell culture, a number of colony forming units of MSCs (CFU-MSCs) are seen on Giemsa staining. Serial dilutions allowed an estimate of the number of clonally expanding cells in the original BAL; for example, in the patient represented, 4 colonies were visualized at 1:1000 dilutions, indicating ~4000 cells in the original 5 × 10^6^ cells (0.08%). MSCs, at passage 1, show uniform staining for prolyl-4-hydroxylase and vimentin, supporting mesenchymal cell phenotype (Supplementary Figure S2). All BAL-MSCs used in this study were between passages 1–4.

### Mesodermal lineage differentiation Assay

For osteogenic differentiation of BAL-derived MSCs, cells were seeded at a concentration of 10^4^ cells/cm^2^ in 24-well culture dishes and allowed to grow for 24 h. The growth medium was replaced with medium containing 10^–8^ M dexamethasone, 0.2 mM ascorbate phosphate, and 10 mM β-glycerophosphate in α-MEM (Invitrogen; Thermo Fisher Scientific, Waltham, MA) with 10% FBS. Medium was changed every 2 days. After 14 days cells were washed, fixed with 10% formalin and stained with Alizarin red stain to visualize calcium deposition. For adipogenic differentiation of MSCs, cells were seeded at a density of 10^4^ cells/cm^2^ in 24-well culture dishes and allowed to grow for 24 h. The MSCs were then exposed to StemPro adipocyte differentiation medium (Thermo Fisher Scientific). Fresh medium was added to the MSCs every 2 days. After 10 days the MSCs were fixed and stained with Oil Red-O stain (SIGMA) to visualize lipid accumulation in the MSCs. Adipocyte nuclei were counterstained with hematoxyllin. For chondrogenesis assay, 3 × 10^5^ MSCs were pelleted in 15 ml conical bottom tubes and cell pellet was exposed to StemPro chondrocyte differentiation medium (Thermo Fisher Scientific) for 14 days. Medium was changed every 2 days. The cell pellets were stained with Safranin-O aqueous staining solution (EMD Millipore, Billerica, MA) for cellular proteoglycans specific to cartilage.

### Affymetrix Gene Chip Analysis

MSCs were grown up to 80–90% confluence; and serum deprived for 24 h at passage 2, which represents the “pooled” colonies. Total RNA was isolated using Qiagen RNeasy Mini Kit (Valencia, CA) and subjected to whole genome transcriptomal analysis. RNA isolates (n = 4 in each group) were hybridized on Affymetrix U133A microarray chips with 22976 probe-pairs and statistical analyses were performed at the University of Michigan Microarray Core Facility.

### Systems Biology analysis

For generating networks, a data set containing gene identifiers and corresponding expression values was uploaded into the Ingenuity Pathway Analysis software (Ingenuity Systems, www.qiagen.com/ingenuity). Each identifier was mapped to its corresponding object in Ingenuity’s Knowledge Base. A fold change cutoff of ±2 and a q-value cutoff of 0.05 were set to identify molecules whose expression was significantly differentially regulated. These molecules, called Network Eligible molecules, were overlaid onto a global molecular network developed from information contained in Ingenuity’s Knowledge Base. Networks of Network Eligible Molecules were then algorithmically generated based on their connectivity. The Functional Analysis identified the biological functions and/or diseases that were most significant to the entire data set. Molecules from the dataset that met the fold change cutoff of ± 2 and a q-value cutoff of 0.05 and were associated with biological functions and/or diseases in Ingenuity’s Knowledge Base were considered for the analysis. Right-tailed Fisher’s exact test was used to calculate a p-value determining the probability that each biological function and/or disease assigned to that data set is due to chance alone.

### *Ex vivo* myofibroblast differentiation

BAL-derived MSCs (P3; 100,000 cells) were plated in each well of 6-well tissue culture dishes in DMEM supplemented with 4.5 g/L glucose, 10% FBS, 1 mM L-glutamine and penicillin-streptomycin. The next day the cells were serum starved for 24 h and subjected to either vehicle or recombinant TGF-β1 (R&D Systems, Minneapolis, MN) or recombinant SHH (R&D Systems) for 48 h to test for myofibroblast differentiation. Proteins were isolated from MSCs post-treatment and subjected to western blotting for α-SMA expression.

### Real-Time PCR

Total RNA was isolated from cells using the RNeasy Mini Kit (Qiagen) and reverse transcribed using iScript Reverse Transcription SuperMix for real-time PCR (Bio-Rad, Hercules, CA). Real-time PCR reactions were performed using SYBR Green PCR Master Mix (Life Technologies, Grand Island, NY) and gene specific primer pairs for FGF-10, BMP-4, Meox2, HoxA2, and 18 S rRNA (Integrated DNA Technologies, Coralville, IA; for primer sequences, see Supplementary Table S2). Reactions were carried out for 40 cycles (95 °C for 15 sec, 60 °C for 1 min for FGF-10, BMP-4 and HoxA2; 95 °C for 15 sec, 66 °C for 1 min for Meox2) in a StepOnePlus Real-Time PCR System (Life Technologies). Real-time PCR data is expressed for each target gene normalized to endogenous 18 S, as 2^−ΔΔCt^ and relative mRNA expression is represented graphically as fold change compared to control.

### Western Blotting

Protein lysates were collected from each time point using RIPA cell lysis buffer supplemented with sodium orthovanadate (SIGMA-Aldrich, St Louis, MO) and protease inhibitor cocktail (EMD Millipore). Protein concentrations were determined using Pierce BCA micro protein assay kit (Thermo Fisher Scientific) and a microplate reader (BioTek Instruments, Winooski, VT). The lysates were then denatured and reduced using 4x Laemmli sample buffer and 10x reducing agent (Life Technologies) at 70 °C for 10 minutes. The proteins were separated on a 4–20% Tris-glycine Bio-Rad Criterion precast gradient gel and subjected to western blotting. Briefly, proteins were transferred to a nitrocellulose membrane using a Bio-Rad transfer apparatus. Membranes were blocked with Superblock T20 (Thermo Fisher Scientific) and probed with antibodies against human α-SMA (American Research Product Inc; Waltham, MA). GAPDH (Cell Signaling, Danvers, MA; dilution 1:1000) was used as a loading control. Signals were detected by probing with anti-mouse secondary antibodies labeled with horse radish peroxidase (Pierce) and immunoblots were developed with Luminata Crescendo Western Blot HRP substrate (EMD Millipore). Blots were imaged in Amersham Imager 600 (GE Health Care, Pittsburg, PA). Density of the protein bands were measured using ImageQuant TL software (GE). Data presented as the mean of three experiments. The error bar represents the standard error of mean.

### Immunostaining of lung tissue sections

Human lung tissues were obtained from patients with confirmed diagnosis of IPF^60^, under protocol approved by the IRB of UM and UAB. Informed consents were obtained from all individuals enrolled through the Airway Tissue Procurement Program at UM and UAB. Normal and IPF lung tissues were fixed in formaldehyde, dehydrated and paraffin embedded using standard protocol. Six micron thick sections were cut and mounted on glass slides and immunostained for human α-SMA (mouse monoclonal; American Research Products; 1:500), FGF-10 (rabbit polyclonal; EMD Millipore; 1:100), and vimentin (mouse monoclonal; SIGMA-Aldrich; 1:100). Briefly, tissue sections were deparaffinized in xylene and hydrated through ethanol series and water. Antigen retrieval was performed using citrate buffer at pH 6.0 in a 95 °C water bath followed by quenching of endogenous peroxidases using 3% hydrogen peroxide. Tissue sections were blocked using 5% normal goat (immunohistochemistry) or donkey serum (immunofluorescence) and were then incubated in primary antibodies overnight at 4 °C. No primary antibody and appropriate IgG isotype controls were utilized to determine specificity of staining. Secondary detection was performed using the Dako Envision Dual Link System (Carpinteria, CA) for α-SMA and FGF-10 (IHC). For immunofluorescence detection of vimentin and FGF-10, anti-mouse/anti-rabbit Alexa Fluor 594/488 (Molecular Probes, Thermo Fisher) secondary antibodies were used. No primary antibody and appropriate IgG isotype controls were utilized to determine specificity of staining. Colorimetric detection was achieved using the DAB/H_2_O_2_ kit from the Vector Laboratories (Burlingame, CA). Nuclei were counterstained with hematoxylin (Vector Labs) for IHC and Hoechst dye (Molecular Probes) for immunofluorescence.

### Statistical Analyses

Statistical analyses and graphical presentations were prepared in GraphPad PRISM version 6.0 software. Western blotting and real-time PCR data obtained in this study were analyzed by unpaired two-tailed Student’s *t*-test for pairwise comparisons. If more than two groups were present, data were analyzed by ANOVA followed by Tukey’s post hoc test for multiple pairwise comparisons. Results were considered significant if *p* < *0.05*.

## Additional Information

**How to cite this article**: Chanda, D. *et al.* Developmental Reprogramming in Mesenchymal Stromal Cells of Human Subjects with Idiopathic Pulmonary Fibrosis. *Sci. Rep.* **6**, 37445; doi: 10.1038/srep37445 (2016).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
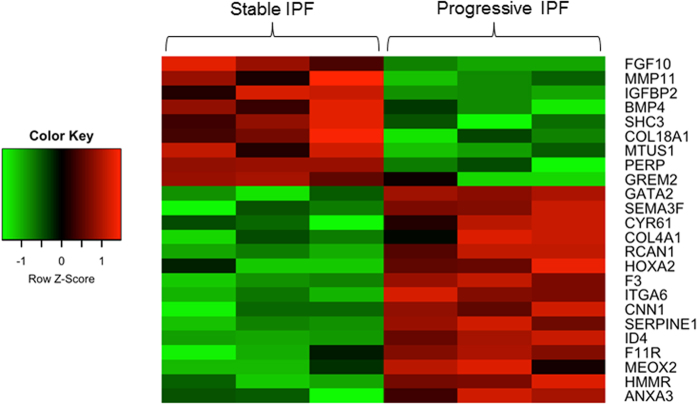
Heat map analysis of lung developmental genes. Heat map representing color coded expression levels of differentially expressed genes in progressive IPF compared to stable IPF (n = 3 in each group; *p* < *0.005*). Up-regulated genes were shown in shades of red whereas down-regulated genes were shown in shades of green.

**Figure 2:**
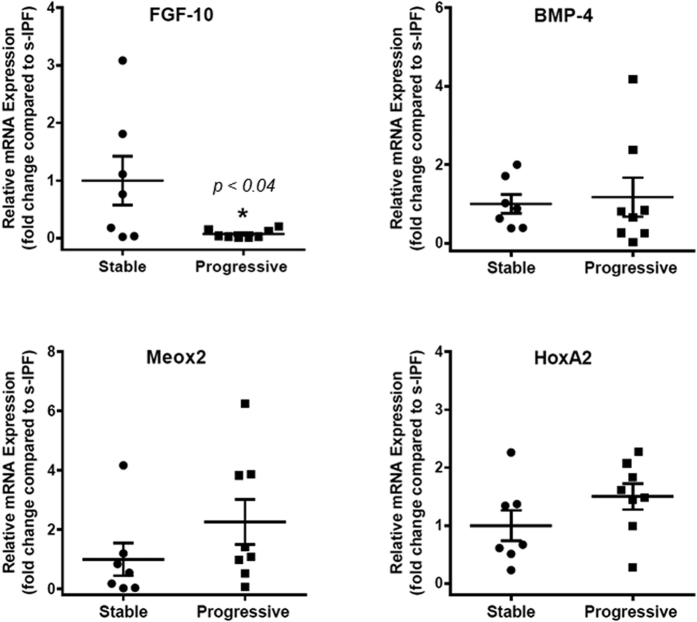
Validation of lung developmental genes of interest. Total RNA was isolated from MSCs from stable IPF (n = 7) and progressive IPF (n = 8), and subjected to real-time PCR analysis for FGF-10, BMP-4, Meox2 and HoxA2. Data were normalized to 18 S rRNA and represented graphically as fold change compared to stable IPF (s-IPF).

**Figure 3:**
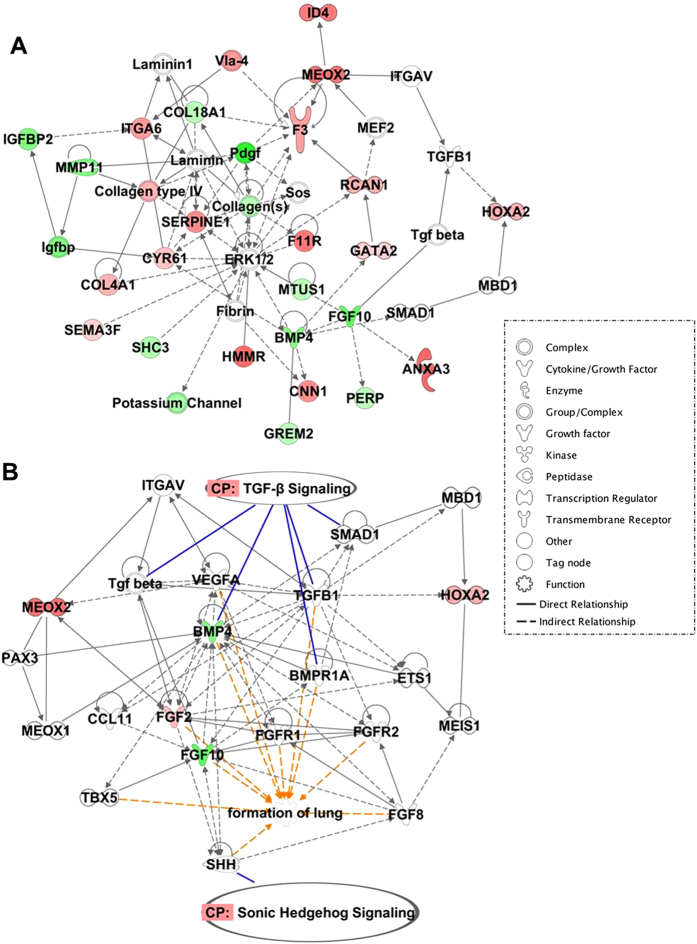
Gene interaction network of organismal development-related genes. (**A**) Ingenuity Pathway Analysis (IPA) was used to generate gene interaction network in progressive IPF. This network contains four developmental genes of interest (FGF-10, BMP-4, Meox2, HOxA2; Table 1). Transcriptional information was projected onto the interaction map such that up-regulated genes are depicted in shades of red and down-regulated genes are in shades of green. (**B**) Shortest path gene interaction network of growth factors (FGF-10 and BMP-4) and transcription regulators (Meox2 and HoxA2). IPA was used to generate this network using their Path Explorer filter which calculates the shortest path between these genes. Blue lines mark the genes found in the canonical transforming growth factor-β (TGF-β) and sonic hedgehog (SHH) signaling; whereas, orange lines indicate genes found to be involved in lung development.

**Figure 4:**
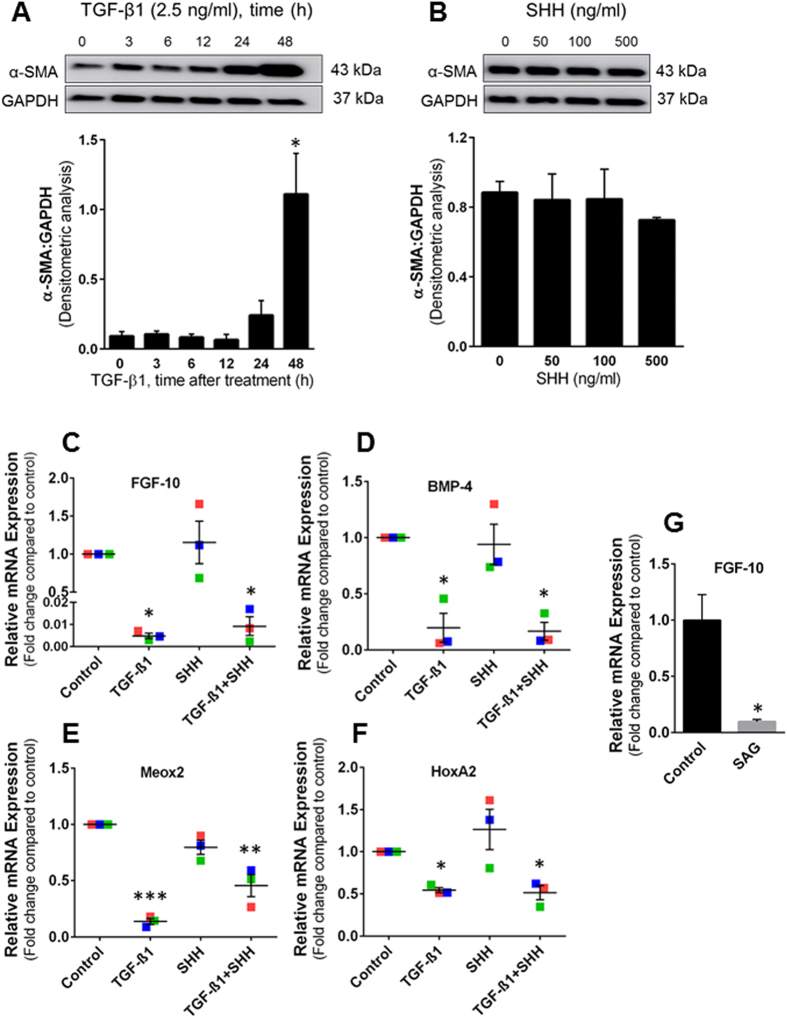
Effects of TGF-β1, SHH and SAG on BAL-derived MSCs. (**A,B**) Myofibroblast differentiation. MSCs were isolated from surveillance bronchoscopies and BAL from lung transplant recipients without bronchiolitis obliterans or infection. MSCs were seeded in 6-well tissue culture plates and serum deprived for 24 h followed by either TGF-β1 treatment (2.5 ng/ml) or SHH (0, 50, 100, 500 ng/ml) for 48 h. Cell lysates were prepared in RIPA buffer and subjected to SDS-PAGE and western blot analysis for α-SMA; GAPDH antibody was used as loading control. Densitometry was performed to quantitate the ratio of α-SMA and GAPDH and plotted graphically; bar graphs represent mean ± SEM, n = 3; *p < 0.05, compared to vehicle treated control. Full-length western blots are presented in Supplementary Figure S6. (**C–F**) RNA expression of developmental genes of interest. Total RNA was isolated from MSCs 48 h post-treatment with either TGF-β1 or SHH or combination and subjected to real-time PCR analysis. Data were normalized to 18 S rRNA and relative mRNA expressions are represented graphically as fold change compared to control. Data represents mean ± SEM; n = 3 (each analyzed in triplicate); *p < 0.01; **p < *0.001;* ***p < 0.0001. Individual colored marker represents average relative mRNA expression of single lung transplant recipient. (**G**) The smoothened agonist, SAG, downregulates FGF-10. MSCs were treated with vehicle and SAG (100 ng/ml) for 48 h; total RNA was extracted and subjected to real-time PCR analysis. Data were normalized to 18 S rRNA and relative mRNA expressions represented graphically as fold change compared to control. Data represents mean ± SEM; n = 3, *p < *0.01*.

**Figure 5:**
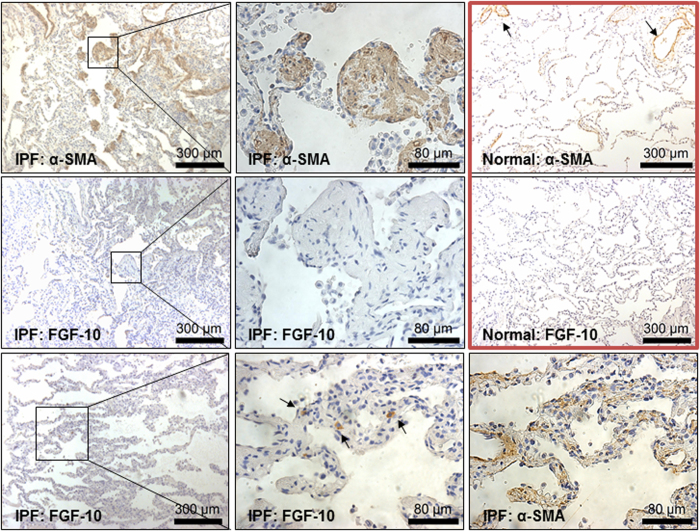
Immunohistochemical localization of α-SMA and FGF-10 in IPF and normal lungs. Six micron (6 μ) sections were obtained from normal (n = 4, failed donor lung) and IPF (n = 4; explant during lung transplantation). Immunohistochemical staining showing expression of the myofibroblast marker, α-SMA, in fibroblastic foci of IPF lung tissues; note that α-SMA staining in normal lung is restricted to large airways and blood vessels (arrows). FGF-10 immunostaining was not detected in the fibroblastic foci although expression of this growth factor was observed in interstitial mesenchymal cells in regions with less fibrotic remodeling (arrows). Higher magnification images of specific regions (boxes) are shown in middle panels.

**Table 1:** Differentially expressed lung developmental genes in progressive (vs. stable) IPF.

Symbol	Entrez Gene Name	Affymetrix ID	Fold Change (LOG_2_)	*p-value*	Location	Type(s)
Down-regulated genes in progressive IPF						
**BMP4**	Bone morphogenetic protein 4	211518_s_at	−2.58	0.001	Extracellular Space	growth factor
COL18A1	Collagen, type XVIII, alpha 1	209082_s_at	−1.58	0.002	Extracellular Space	other
**FGF10**	Fibroblast growth factor 10	231762_at	−3.23	0.000	Extracellular Space	growth factor
GREM2	Gremlin 2, DAN family BMP antagonist	220794_at	−1.54	0.004	Extracellular Space	other
IGFBP2	Insulin-like growth factor binding protein 2, 36 kDa	202718_at	−2.58	0.000	Extracellular Space	other
MMP11	Matrix metallopeptidase 11	203878_s_at	−2.65	0.001	Extracellular Space	peptidase
MTUS1	Microtubule associated tumor suppressor 1	212095_s_at	−1.56	0.002	Other	other
PERP	PERP, TP53 apoptosis effector	236009_at	−1.55	0.001	Plasma Membrane	other
SHC3	SHC (Src homology 2 domain containing) transforming protein 3	229824_at	−1.75	0.001	Cytoplasm	other
Up-regulated genes in progressive IPF						
ANXA3	Annexin A3	209369_at	3.01	0.000	Cytoplasm	enzyme
CNN1	Calponin 1, basic, smooth muscle	203951_at	2.29	0.000	Cytoplasm	other
COL4A1	Collagen, type IV, alpha 1	211981_at	1.65	0.004	Extracellular Space	other
CYR61	Cysteine-rich, angiogenic inducer, 61	210764_s_at	1.41	0.004	Extracellular space	other
F3	Coagulation factor III (thromboplastin, tissue factor)	204363_at	2	0.000	Plasma Membrane	transmembrane receptor
F11R	F11 receptor	223000_s_at	2.71	0.000	Plasma Membrane	other
GATA2	GATA binding protein 2	209710_at	1.16	0.004	Nucleus	transcription regulator
HMMR	Hyaluronan-mediated motility receptor (RHAMM)	207165_at	2.91	0.000	Plasma Membrane	other
ID4	Inhibitor of DNA binding 4, dominant negative helix-loop-helix protein	209291_at	2.65	0.000	Nucleus	transcription regulator
ITGA6	Integrin, alpha 6	201656_at	2.09	0.000	Plasma Membrane	other
**MEOX2**	Mesenchyme homeobox 2	206201_s_at	2.82	0.001	Nucleus	transcription regulator
RCAN1	Regulator of calcineurin 1	215253_s_at	1.71	0.000	Nucleus	transcription regulator
SEMA3F	Sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3 F	206832_s_at	1.2	0.004	Extracellular Space	other
SERPINE1	Serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), Member 1	1568765_at	2.35	0.000	Extracellular Space	other
**HOXA2**	Homeobox A2	1557051_s_at	1.73	0.002	Nucleus	transcription regulator

## References

[b1] DuffieldJ. S., LupherM., ThannickalV. J. & WynnT. A. Host responses in tissue repair and fibrosis. Annu Rev Pathol. 8, 241–276 (2013).2309218610.1146/annurev-pathol-020712-163930PMC3789589

[b2] ThannickalV. J., ToewsG. B., WhiteE. S., LynchJ. P.3rd & MartinezF. J. Mechanisms of pulmonary fibrosis. Annu Rev Med. 55, 395–417 (2004).1474652810.1146/annurev.med.55.091902.103810

[b3] SelmanM., PardoA. & KaminskiN. Idiopathic pulmonary fibrosis: aberrant recapitulation of developmental programs? PLoS Med. 5, e62 (2008).1831859910.1371/journal.pmed.0050062PMC2265304

[b4] HardieW. D., GlasserS. W. & HagoodJ. S. Emerging concepts in the pathogenesis of lung fibrosis. Am J Pathol. 175, 3–16 (2009).1949799910.2353/ajpath.2009.081170PMC2708789

[b5] CollardH. R. *et al.* Changes in clinical and physiologic variables predict survival in idiopathic pulmonary fibrosis. Am J Respir Crit Care Med. 168, 538–542 (2003).1277332510.1164/rccm.200211-1311OC

[b6] LatsiP. I. *et al.* Fibrotic idiopathic interstitial pneumonia: the prognostic value of longitudinal functional trends. Am J Respir Crit Care Med. 168, 531–537 (2003).1279158010.1164/rccm.200210-1245OC

[b7] FlahertyK. R. *et al.* Prognostic implications of physiologic and radiographic changes in idiopathic interstitial pneumonia. Am J Respir Crit Care Med. 168, 543–548 (2003).1277332910.1164/rccm.200209-1112OC

[b8] HoganB. L. Morphogenesis. Cell. 96, 225–233 (1999).998821710.1016/s0092-8674(00)80562-0

[b9] ShannonJ. M. Induction of alveolar type II cell differentiation in fetal tracheal epithelium by grafted distal lung mesenchyme. Dev Biol. 166, 600–614 (1994).781377910.1006/dbio.1994.1340

[b10] ShannonJ. M., NielsenL. D., GebbS. A. & RandellS. H. Mesenchyme specifies epithelial differentiation in reciprocal recombinants of embryonic lung and trachea. Dev Dyn. 212, 482–494 (1998).970732210.1002/(SICI)1097-0177(199808)212:4<482::AID-AJA2>3.0.CO;2-D

[b11] HoganB. L. *et al.* Repair and regeneration of the respiratory system: complexity, plasticity, and mechanisms of lung stem cell function. Cell Stem Cell. 15, 123–138 (2014).2510557810.1016/j.stem.2014.07.012PMC4212493

[b12] BellusciS., GrindleyJ., EmotoH., ItohN. & HoganB. L. Fibroblast growth factor 10 (FGF10) and branching morphogenesis in the embryonic mouse lung. Development. 124, 4867–4878 (1997).942842310.1242/dev.124.23.4867

[b13] HoganB. L. *et al.* Branching morphogenesis of the lung: new models for a classical problem. Cold Spring Harb Symp Quant Biol. 62, 249–256 (1997).9598358

[b14] WarburtonD. *et al.* The molecular basis of lung morphogenesis. Mech Dev. 92, 55–81 (2000).1070488810.1016/s0925-4773(99)00325-1

[b15] CardosoW. V. Transcription factors and pattern formation in the developing lung. Am J Physiol. 269, L429–L442 (1995).748551510.1152/ajplung.1995.269.4.L429

[b16] HrycajS. M. *et al.* Hox5 Genes Regulate the Wnt2/2b-Bmp4-Signaling Axis during Lung Development. Cell Rep. 12, 903–912 (2015).2623562610.1016/j.celrep.2015.07.020PMC4536095

[b17] GossA. M. *et al.* Wnt2 signaling is necessary and sufficient to activate the airway smooth muscle program in the lung by regulating myocardin/Mrtf-B and Fgf10 expression. Dev Biol. 356, 541–552 (2011).2170402710.1016/j.ydbio.2011.06.011PMC3319016

[b18] ValcourtU., ThuaultS., PardaliK., HeldinC. H. & MoustakasA. Functional role of Meox2 during the epithelial cytostatic response to TGF-beta. Mol Oncol. 1, 55–71 (2007).1938328710.1016/j.molonc.2007.02.002PMC5543849

[b19] ChenY., RabsonA. B. & GorskiD. H. MEOX2 regulates nuclear factor-kappaB activity in vascular endothelial cells through interactions with p65 and IkappaBbeta. Cardiovasc Res. 87, 723–731 (2010).2042134810.1093/cvr/cvq117PMC2920806

[b20] ChenY. *et al.* Regulation of the expression and activity of the antiangiogenic homeobox gene GAX/MEOX2 by ZEB2 and microRNA-221. Mol Cell Biol. 30, 3902–3913 (2010).2051621210.1128/MCB.01237-09PMC2916411

[b21] CorteseR., HartmannO., BerlinK. & EckhardtF. Correlative gene expression and DNA methylation profiling in lung development nominate new biomarkers in lung cancer. Int J Biochem Cell Biol. 40, 1494–1508 (2008).1820364610.1016/j.biocel.2007.11.018

[b22] WarburtonD. Developmental responses to lung injury: repair or fibrosis. Fibrogenesis Tissue Repair. 5, S2 (2012).2325986310.1186/1755-1536-5-S1-S2PMC3368777

[b23] KuglerM. C., JoynerA. L., LoomisC. A. & MungerJ. S. Sonic hedgehog signaling in the lung. From development to disease. Am J Respir Cell Mol Biol. 52, 1–13 (2015).2506845710.1165/rcmb.2014-0132TRPMC4370254

[b24] GupteV. V. *et al.* Overexpression of fibroblast growth factor-10 during both inflammatory and fibrotic phases attenuates bleomycin-induced pulmonary fibrosis in mice. Am J Respir Crit Care Med. 180, 424–436 (2009).1949805610.1164/rccm.200811-1794OCPMC2742760

[b25] McQualterJ. L. *et al.* TGF-beta signaling in stromal cells acts upstream of FGF-10 to regulate epithelial stem cell growth in the adult lung. Stem Cell Res. 11, 1222–1233 (2013).2402968710.1016/j.scr.2013.08.007

[b26] UpadhyayD., BundesmannM., PanduriV., Correa-MeyerE. & KampD. W. Fibroblast growth factor-10 attenuates H2O2-induced alveolar epithelial cell DNA damage: role of MAPK activation and DNA repair. Am J Respir Cell Mol Biol. 31, 107–113 (2004).1497593710.1165/rcmb.2003-0064OC

[b27] CunningtonR. H. *et al.* The Ski-Zeb2-Meox2 pathway provides a novel mechanism for regulation of the cardiac myofibroblast phenotype. J Cell Sci. 127, 40–49 (2014).2415533010.1242/jcs.126722

[b28] StappenbeckT. S. & MiyoshiH. The role of stromal stem cells in tissue regeneration and wound repair. Science. 324, 1666–1669 (2009).1955649810.1126/science.1172687

[b29] LamaV. N. *et al.* Evidence for tissue-resident mesenchymal stem cells in human adult lung from studies of transplanted allografts. J Clin Invest. 117, 989–996 (2007).1734768610.1172/JCI29713PMC1810571

[b30] IrizarryR. A. *et al.* Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics. 4, 249–264 (2003).1292552010.1093/biostatistics/4.2.249

[b31] SmythG. K. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol. 3, Article3 (2004).1664680910.2202/1544-6115.1027

[b32] ThomasS. & BonchevD. A survey of current software for network analysis in molecular biology. Hum Genomics. 4, 353–360 (2010).2065082210.1186/1479-7364-4-5-353PMC3500165

[b33] FernandezI. E. & EickelbergO. The impact of TGF-beta on lung fibrosis: from targeting to biomarkers. Proc Am Thorac Soc. 9, 111–116 (2012).2280228310.1513/pats.201203-023AW

[b34] BolanosA. L. *et al.* Role of Sonic Hedgehog in idiopathic pulmonary fibrosis. Am J Physiol Lung Cell Mol Physiol. 303, L978–L990 (2012).2302396710.1152/ajplung.00184.2012

[b35] HerrigesJ. C. *et al.* FGF-Regulated ETV Transcription Factors Control FGF-SHH Feedback Loop in Lung Branching. Dev Cell. 35, 322–332 (2015).2655505210.1016/j.devcel.2015.10.006PMC4763945

[b36] HardieW. D. *et al.* Signaling pathways in the epithelial origins of pulmonary fibrosis. Cell Cycle. 9, 2769–2776 (2010).2067604010.4161/cc.9.14.12268PMC3040960

[b37] KumarM. E. *et al.* Mesenchymal cells. Defining a mesenchymal progenitor niche at single-cell resolution. Science. 346, 1258810 (2014).2539554310.1126/science.1258810PMC4269943

[b38] SandersY. Y. *et al.* Altered DNA methylation profile in idiopathic pulmonary fibrosis. Am J Respir Crit Care Med. 186, 525–535 (2012).2270086110.1164/rccm.201201-0077OCPMC3480526

[b39] SandersY. Y., LiuH., LiuG. & ThannickalV. J. Epigenetic mechanisms regulate NADPH oxidase-4 expression in cellular senescence. Free Radic Biol Med. 79, 197–205 (2015).2552689410.1016/j.freeradbiomed.2014.12.008

[b40] VolckaertT. & De LangheS. Lung epithelial stem cells and their niches: Fgf10 takes center stage. Fibrogenesis Tissue Repair. 7, 8 (2014).2489187710.1186/1755-1536-7-8PMC4041638

[b41] MinH. *et al.* Fgf-10 is required for both limb and lung development and exhibits striking functional similarity to Drosophila branchless. Genes Dev. 12, 3156–3161 (1998).978449010.1101/gad.12.20.3156PMC317210

[b42] VolckaertT. *et al.* Parabronchial smooth muscle constitutes an airway epithelial stem cell niche in the mouse lung after injury. J Clin Invest. 121, 4409–4419 (2011).2198578610.1172/JCI58097PMC3204843

[b43] TongL. *et al.* Fibroblast Growth Factor-10 (FGF-10) Mobilizes Lung-resident Mesenchymal Stem Cells and Protects Against Acute Lung Injury. Sci Rep. 6, 21642 (2016).2686933710.1038/srep21642PMC4751498

[b44] LiC. *et al.* Wnt5a regulates Shh and Fgf10 signaling during lung development. Dev Biol. 287, 86–97 (2005).1616954710.1016/j.ydbio.2005.08.035

[b45] LebecheD., MalpelS. & CardosoW. V. Fibroblast growth factor interactions in the developing lung. Mech Dev. 86, 125–136 (1999).1044627110.1016/s0925-4773(99)00124-0

[b46] HuB. *et al.* Reemergence of hedgehog mediates epithelial-mesenchymal crosstalk in pulmonary fibrosis. Am J Respir Cell Mol Biol. 52, 418–428 (2015).2514058210.1165/rcmb.2014-0108OCPMC4491120

[b47] FitchP. M., HowieS. E. & WallaceW. A. Oxidative damage and TGF-beta differentially induce lung epithelial cell sonic hedgehog and tenascin-C expression: implications for the regulation of lung remodelling in idiopathic interstitial lung disease. Int J Exp Pathol. 92, 8–17 (2011).2103998810.1111/j.1365-2613.2010.00743.xPMC3052752

[b48] PepicelliC. V., LewisP. M. & McMahonA. P. Sonic hedgehog regulates branching morphogenesis in the mammalian lung. Curr Biol. 8, 1083–1086 (1998).976836310.1016/s0960-9822(98)70446-4

[b49] PetrovaR. & JoynerA. L. Roles for Hedgehog signaling in adult organ homeostasis and repair. Development. 141, 3445–3457 (2014).2518386710.1242/dev.083691PMC4197719

[b50] PengT. *et al.* Hedgehog actively maintains adult lung quiescence and regulates repair and regeneration. Nature. (2015).10.1038/nature14984PMC471303926436454

[b51] van TuylM. & PostM. From fruitflies to mammals: mechanisms of signalling via the Sonic hedgehog pathway in lung development. Respir Res. 1, 30–35 (2000).1166796210.1186/rr9PMC59539

[b52] WarburtonD. *et al.* Molecular mechanisms of early lung specification and branching morphogenesis. Pediatr Res. 57, 26R–37R (2005).10.1203/01.PDR.0000159570.01327.ED15817505

[b53] WeaverM., DunnN. R. & HoganB. L. Bmp4 and Fgf10 play opposing roles during lung bud morphogenesis. Development. 127, 2695–2704 (2000).1082176710.1242/dev.127.12.2695

[b54] UptonP. D., DaviesR. J., TajsicT. & MorrellN. W. Transforming growth factor-beta(1) represses bone morphogenetic protein-mediated Smad signaling in pulmonary artery smooth muscle cells via Smad3. Am J Respir Cell Mol Biol. 49, 1135–1145 (2013).2393742810.1165/rcmb.2012-0470OCPMC3931109

[b55] LeaskA. & AbrahamD. J. TGF-beta signaling and the fibrotic response. FASEB J. 18, 816–827 (2004).1511788610.1096/fj.03-1273rev

[b56] KhalilN., O’ConnorR. N., FlandersK. C. & UnruhH. TGF-beta 1, but not TGF-beta 2 or TGF-beta 3, is differentially present in epithelial cells of advanced pulmonary fibrosis: an immunohistochemical study. Am J Respir Cell Mol Biol. 14, 131–138 (1996).863026210.1165/ajrcmb.14.2.8630262

[b57] BroekelmannT. J., LimperA. H., ColbyT. V. & McDonaldJ. A. Transforming growth factor beta 1 is present at sites of extracellular matrix gene expression in human pulmonary fibrosis. Proc Natl Acad Sci USA 88, 6642–6646 (1991).186208710.1073/pnas.88.15.6642PMC52144

[b58] WahlS. M. Transforming growth factor beta: the good, the bad, and the ugly. J Exp Med. 180, 1587–1590 (1994).796444610.1084/jem.180.5.1587PMC2191721

[b59] VolckaertT. & De LangheS. P. Wnt and FGF mediated epithelial-mesenchymal crosstalk during lung development. Dev Dyn. 244, 342–366 (2015).2547045810.1002/dvdy.24234PMC4344844

[b60] HeckerL. *et al.* NADPH oxidase-4 mediates myofibroblast activation and fibrogenic responses to lung injury. Nat Med. 15, 1077–1081 (2009).1970120610.1038/nm.2005PMC2743335

# Supplementary material for: Developmental Reprogramming in Mesenchymal Stromal Cells of Human Subjects with Idiopathic Pulmonary Fibrosis
**Source:** Sci Rep. 2016 Nov 21;6:37445. doi: 10.1038/srep37445
**Supplement:** Supplementary Information

# **Developmental Reprogramming in Mesenchymal Stromal Cells of Human Subjects with Idiopathic Pulmonary Fibrosis**

Diptiman Chanda<sup>1\*</sup>, Ashish Kurundkar<sup>1</sup>, Sunad Rangarajan<sup>1</sup>, Morgan Locy<sup>1</sup>, Karen Bernard<sup>1</sup>,  
Nirmal S. Sharma<sup>1</sup>, Naomi J. Logsdon<sup>1</sup>, Hui Liu<sup>1</sup>, David K. Crossman<sup>2</sup>,  
Jeffrey C. Horowitz<sup>3</sup>, Stijn De Langhe<sup>4</sup>, and Victor J. Thannickal<sup>1\*</sup>

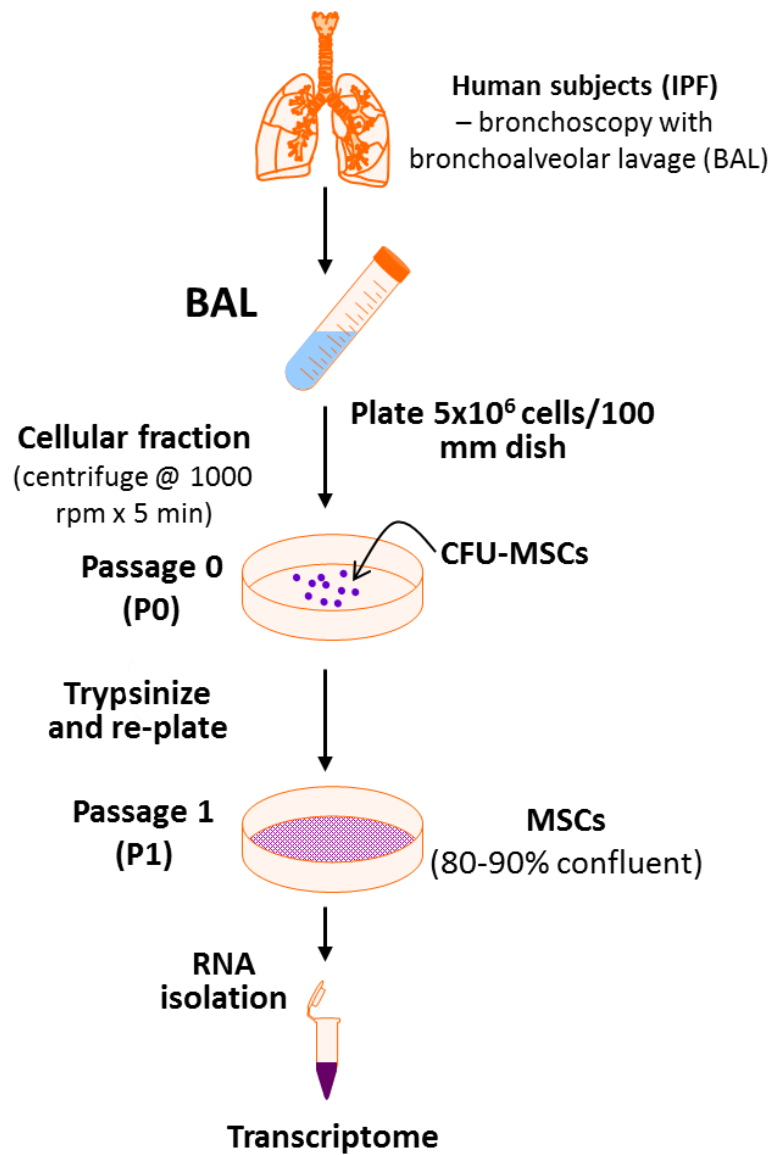

**Supplementary Figure S1: Protocol for isolation of mesenchymal stromal cells (MSCs) from human subjects with IPF.** IPF subjects underwent bronchoscopy with bronchoalveolar lavage (BAL) and recovered fluid subjected to centrifugation and re-suspension of the cell pellet in media prior to plating and *ex vivo* culture as described in Methods; RNA for Affymetrix analysis was isolated from MSCs at passage 2.

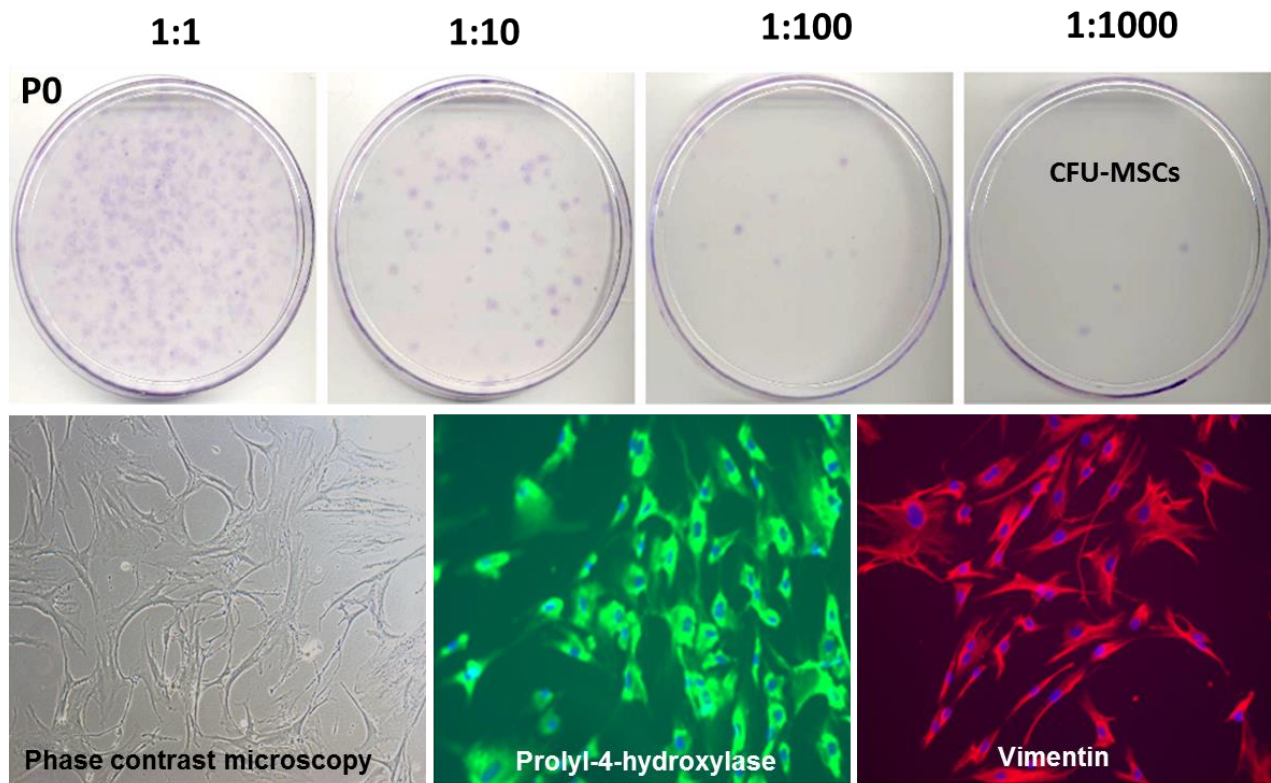

**Supplementary Figure S2: Morphology and mesenchymal phenotype of MSCs.** Top panels, MSCs plated from re-suspended cell pellet following BAL fluid centrifugation; colony-forming units (CFU-MSCs; Giemsa stain) are shown at serial dilutions. Lower panels, MSCs display fibroblastoid morphology and uniformly stain for the mesenchymal markers, prolyl-4-hydroxylase and vimentin.

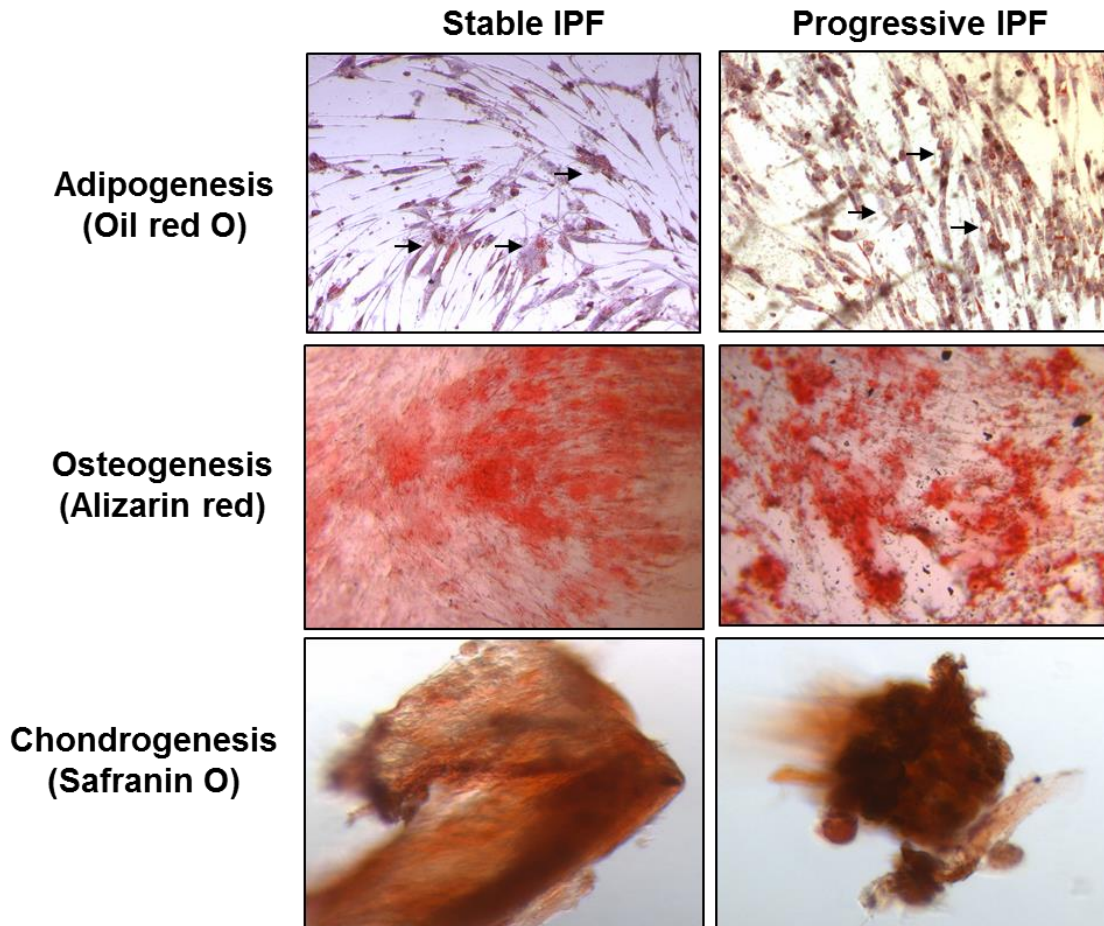

**Supplementary Figure S3: Mesodermal lineage differentiation of BAL-MSCs obtained from stable and progressive IPF patients.** Early passage MSCs were grown in 24-well dishes and cultured in either adipocyte or osteogenic differentiation medium for 10-14 days. Lipid granules in the adipocytes were visualized with Oil Red O stain (arrows) whereas calcium depositions in the newly formed osteoblasts were visualized with Alizarin Red stain. For chondrogenesis early passage MSCs were pelleted in conical bottom tubes and maintained in chondrogenic differentiation medium for 14 days. The cell pellet was fixed in neutral buffered formalin and stained with Safranin-O to visualize proteoglycans within the newly formed chondrocytes (original magnification 200x).

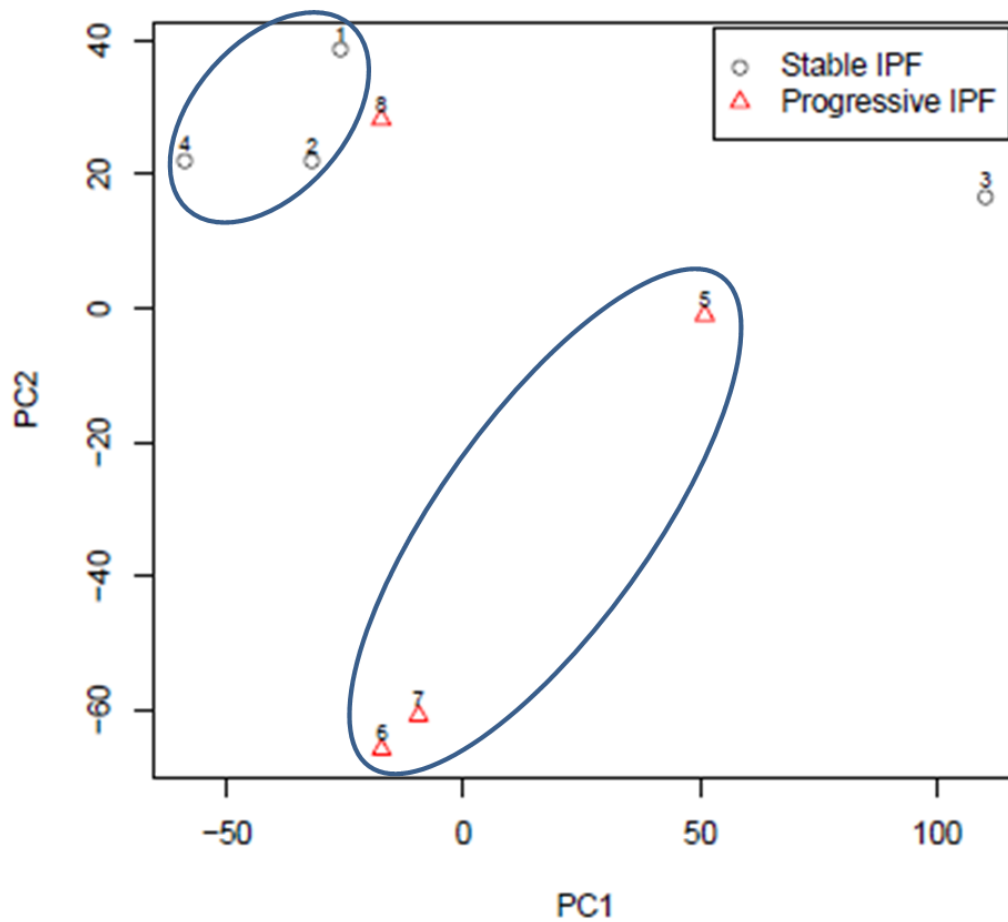

**Supplementary Figure S4: Principal Components Analysis (PCA) of gene expression values.** PCA was used to visualize the overall structure of the high dimensional data which determines if the replicated samples (stable IPF and progressive IPF) are relatively similar in their gene expression profiles. Based on PCA, sample # 3 and sample # 8 were excluded from gene network analysis.

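Euclidean distances between arrays over all probe sets describe the same data as the plotted components. The closest arrays were p-IPF 2 and p-IPF 3, 81.1 apart, and s-IPF 1 and s-IPF 2, 94.4 apart. The left-out array s-IPF 3 was on average 164.1 from the other s-IPF arrays and 146.8 from the p-IPF arrays, and its nearest array was p-IPF 1, at 116.9. The left-out array p-IPF 4 was on average 121.3 from the other p-IPF arrays and 121.7 from the s-IPF arrays, and its nearest was s-IPF 1, at 103.6. Within s-IPF, s-IPF 4 was nearest to s-IPF 2. Correlations between arrays lay between 0.949 and 0.99.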

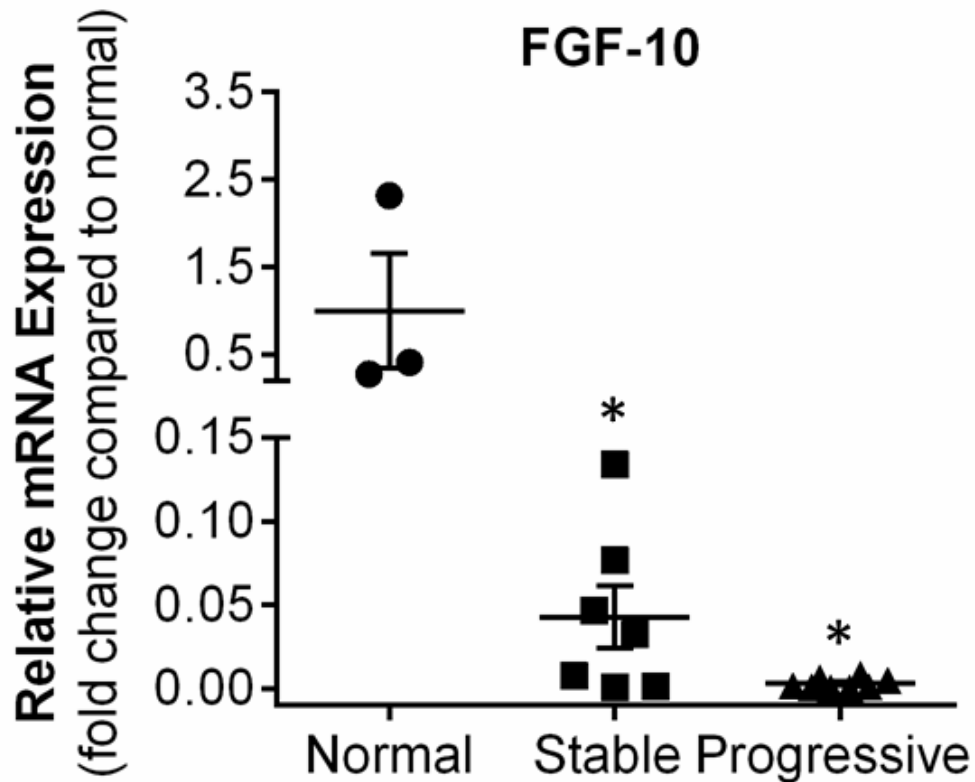

**Supplementary Figure S5:** Total RNA was isolated from MSCs, isolated from BAL of lung transplant recipients (n=3), stable IPF (n=7) and progressive IPF (n=8), and subjected to real-time PCR analysis for FGF-10. Data were normalized to 18S rRNA and represented graphically as fold change compared to stable IPF (s-IPF). FGF-10 gene expression in normal MSCs isolated from lung transplant recipients were significant higher ( $*p < 0.03$ ) compared to MSCs isolated from BAL of IPF subjects.

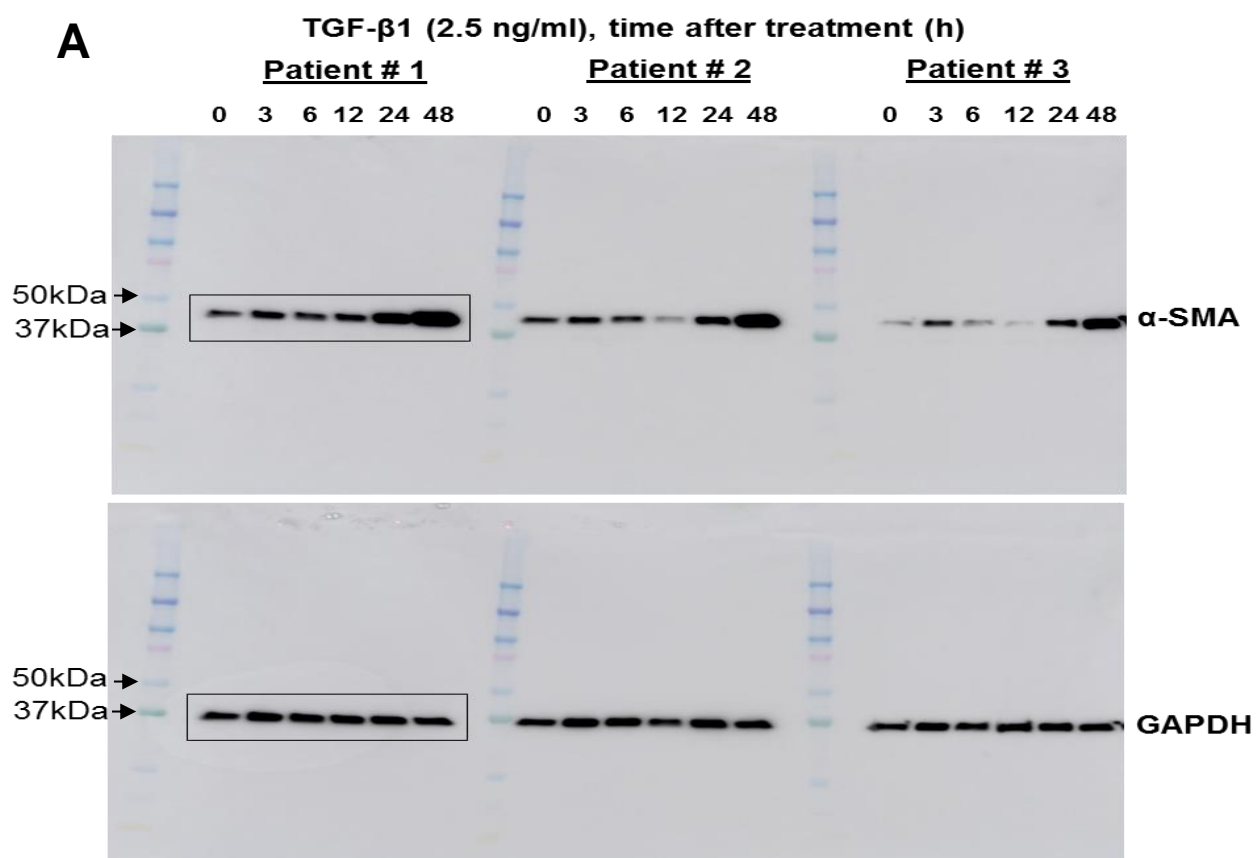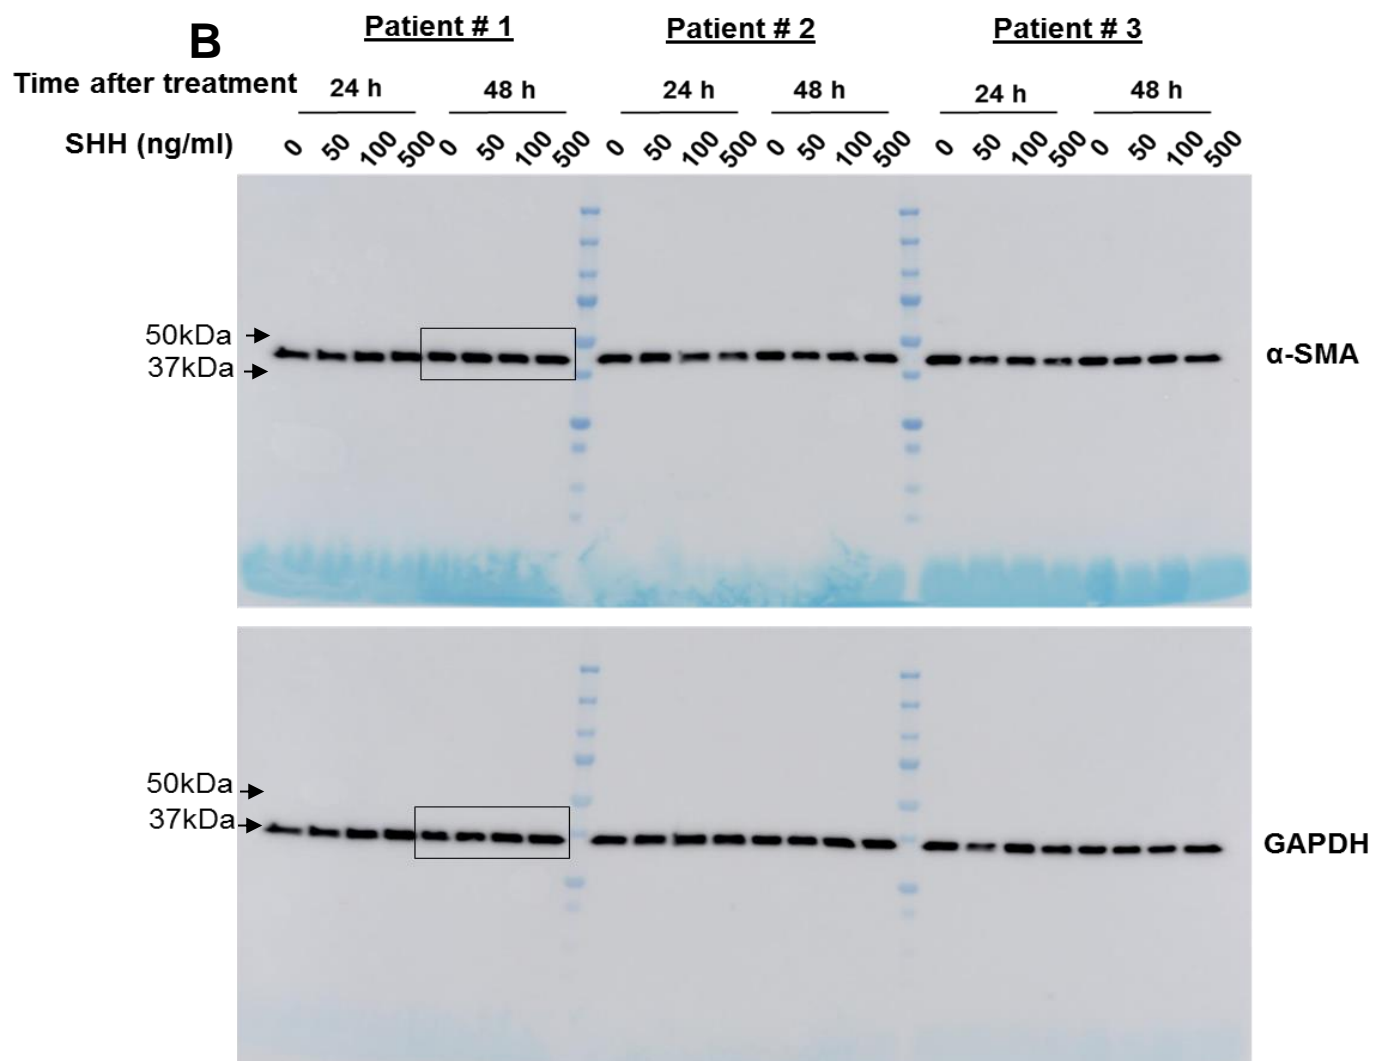

**Supplementary Figure S6: Effects of TGF- $\beta$ 1 (A) and SHH (B) on myofibroblast differentiation of BAL-derived MSCs.** MSCs were isolated from surveillance bronchoscopies and BAL from lung transplant recipients without bronchiolitis obliterans or infection. MSCs were seeded in 6-well tissue culture plates and serum deprived for 24 h followed by either TGF- $\beta$ 1 treatment (2.5 ng/ml) or SHH (0, 50, 100, 500 ng/ml) for 48 h. Cell lysates were prepared in RIPA buffer and subjected to SDS-PAGE and western blot analysis for  $\alpha$ -SMA; GAPDH antibody was used as loading control. The protein bands outlined here are presented in **Figure 4 A&B**. Densitometry was performed to quantitate the ratio of  $\alpha$ -SMA and GAPDH and plotted graphically (n = 3).

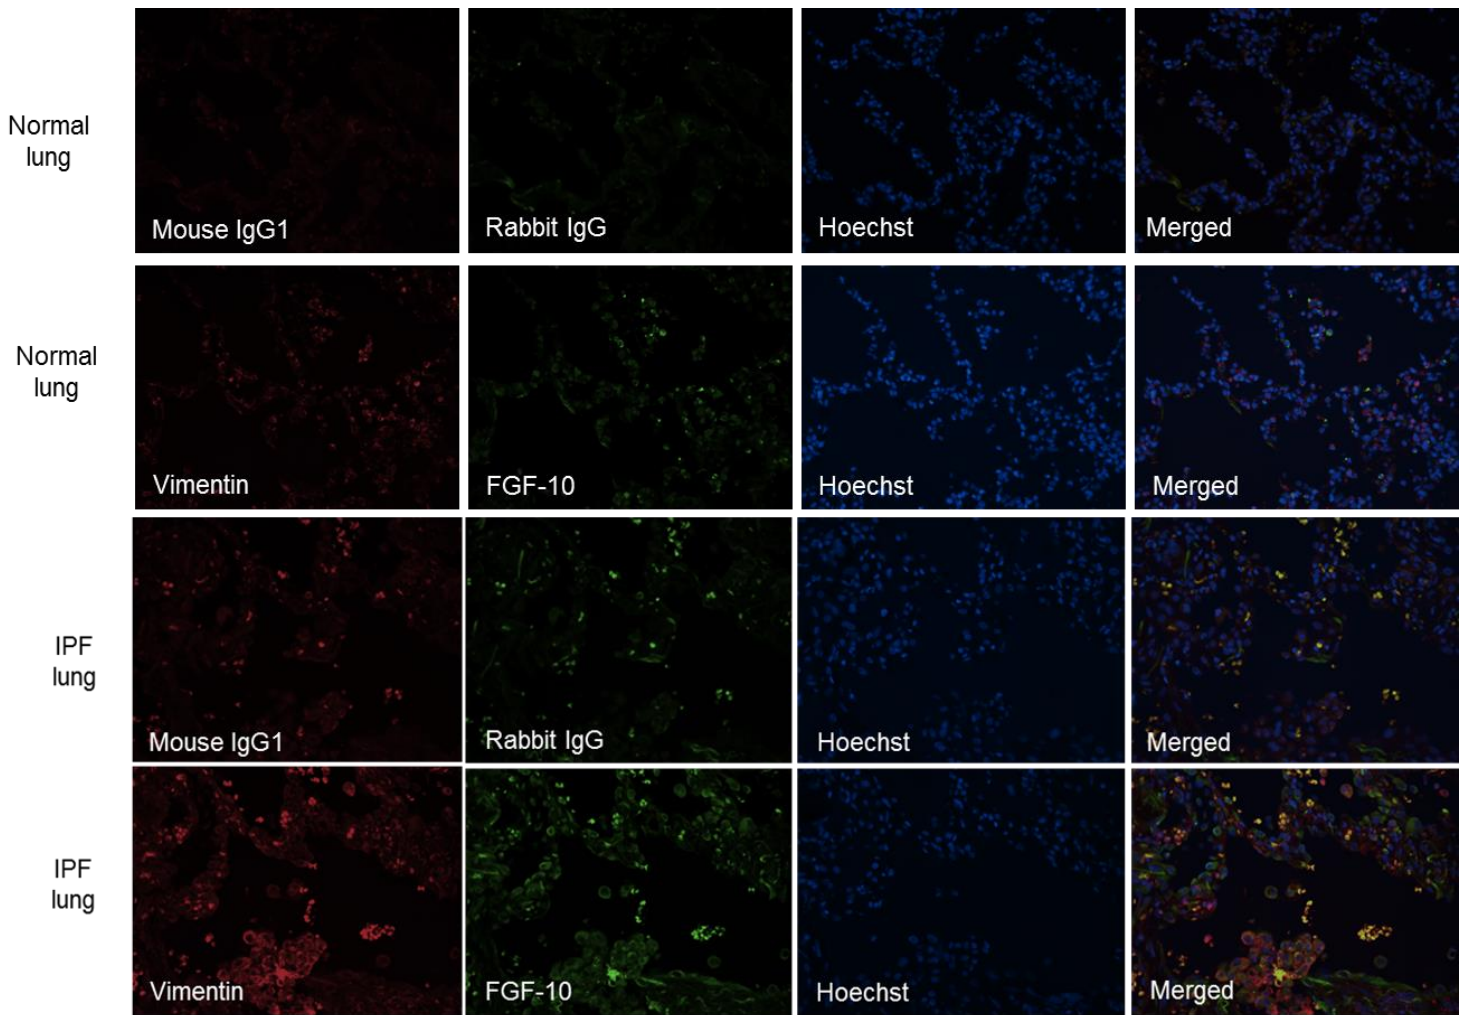

**Supplementary Figure S7: Immunofluorescence staining for vimentin and FGF-10 in normal and IPF lungs.** Six micron (6 $\mu$ ) sections were obtained from normal (n=4; failed donor lungs) and IPF (n=4; explants during lung transplantation) lungs. In IPF lung tissue, FGF-10 expression was observed in the interstitial mesenchymal cells in regions with less fibrotic remodeling. FGF-10 expression in these cells also co-localized with MSC marker, vimentin. Although vimentin expression was detected in the interstitial mesenchymal cells in normal lungs, FGF-10 expression was largely undetected in normal lungs. IgG isotype controls were used to determine specificity of the FGF-10 and vimentin antibodies (Original magnification X400).

| Rank | Gene Function                                                                                             | Score | Focus Molecules | Molecules in Network                                                                                                                                          |                                                                                          |
|------|-----------------------------------------------------------------------------------------------------------|-------|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------|
|      |                                                                                                           |       |                 | Up-regulated                                                                                                                                                  | Down-regulated                                                                           |
| 1    | Cellular Assembly and Organization, Cell Cycle, DNA Replication, Recombination, and Repair                | 41    | 24              | ADCY7, BUB1, BUB1B, CASC5, CDC6, CDC20, CDKN3, CENPE, LOX, NDC80, NFIB, NUF2, NUSAP1, OIP5, PVR, RRAS2                                                        | C1R, CDKN1C, DLEU2, GUC1A3, GUCY1B3, RARRES3, ST8SIA1, VSNL1                             |
| 2    | Organismal Development, Cellular Growth and Proliferation, Cardiovascular System Development and Function | 37    | 23              | ANXA3, CNN1, COL4A1, CYR61, F3, F11R, GATA2, HMMR, ID4, ITGA6, <b>MEOX2</b> , RCAN1, SEMA3F, SERPINE1                                                         | <b>BMP4</b> , COL18A1, <b>FGF10</b> , GREM2, IGFBP2, MMP11, MTUS1, PERP, SHC3            |
| 3    | Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair                | 34    | 23              | CCNA2, CCNB1, CCNB2, CDC25C, CDK1, CDK18, DLGAP5, EBP, KIF14, KIF23, KIF2C, MAD2L1, NEK2, PBK, PNMA2, PRC1, PTTG1, RAD51AP1, SHCBP1, TTK, UBE2C, UHRF1, VAMP8 |                                                                                          |
| 4    | Carbohydrate Metabolism, Small Molecule Biochemistry, Cancer                                              | 34    | 21              | BIRC5, CD36, LIPG, PDCD6, PDE1C, PDK1, PRKAG2, UCP2                                                                                                           | CLU, CPE, DUSP4, FBXO32, GAS1, IL1R1, PDE5A, PDE7B, PDK4, PPARGC1A, PTN, SNCAIP, TNFSF10 |
| 5    | Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair                | 32    | 20              | ASPM, CDCA3, CDKN3, CENPE, <b>HOXA2</b> , KCNK1, MATN3, NCAPG (includes EG:64151), NDC80, NFIB, PRPS1, PSG1, SH2D5, SPINT2                                    | COL14A1, GAS1, MYO10, NOVA1, PLXNC1, TOX                                                 |

**Supplementary Table S1: Gene ontology networks identified by ingenuity pathways analysis.** Total RNA was isolated from MSCs from s-IPF and p-IPF and transcriptomic analysis performed by Affymetrix arrays. Genes that were significantly up-regulated or down-regulated ( $n = 3$  in each group; 2-fold change,  $p < 0.005$ ) were subjected to ingenuity pathway analysis (IPA). The top functioning networks, related IPA score for each network and the specific network genes that were either up- or down-regulated are shown. The score is based on a  $p$ -value calculation that defines the likelihood that “network eligible” molecules that are part of the network are found therein by random chance alone. Depicted in bold are developmental genes (FGF-10, BMP-4, Meox2 and HoxA2) that were selected for further analysis.

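Networks 1 and 3 hold 6 and 12 genes of the list of mitosis and G2/M genes, and enrichment was not tested. Of the 106 different genes in the 5 networks, 20 are in the list of mitosis and G2/M genes, 12 of them in network 3, among them cyclin B (CCNB1, 2.89 on the log2 scale over the 6 arrays). The kinase CDK18 (1.39) is in the same network. Network 1 also holds NFIB (2.76 by its probe set with the smallest p) and ST8SIA1, and network 4 holds the prohormone-processing enzyme CPE (-1.53), the kinase subunit PRKAG2 (1.09) and SNCAIP (-2.33). CPE fell by 1.69 over all 8 arrays. Each gene was read by the probe set of Table 1 where that gives one and otherwise by its probe set with the smallest p over the 6 arrays, and the genes were chosen by the study on these arrays, so the tallies are not independent. Over the 6 arrays 93 of the 106 had an unadjusted p under 0.005 in limma, and in networks 1 and 3 every gene moved in the direction of the table, 24 and 23 genes; in network 4, 20 of 21 did. Over all 8 arrays 13 had an unadjusted p under 0.005 and 105 moved in the direction of the table. At both limits of the legend, 477 probe sets passed over the 6 arrays, 274 higher and 203 lower, and 100 over all 8.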

| Gene Name and Accession Number      |         | Primer Sequence (5'-3') | Product Size (bp) | Annealing/ Extension Temperature (°C) |
|-------------------------------------|---------|-------------------------|-------------------|---------------------------------------|
| <b>FGF-10</b><br><b>NM_004465.1</b> | Forward | ATGTCCGCTGGAGAAAGCTA    | 188               | 60                                    |
|                                     | Reverse | CCCCTTCTTGTTTCATGGCTA   |                   |                                       |
| <b>BMP-4</b><br><b>NM_001202.3</b>  | Forward | TGATACCTGAGACGGGGAAG    | 199               | 60                                    |
|                                     | Reverse | CCAGACTGAAGCCGGTAAAG    |                   |                                       |
| <b>Meox2</b><br><b>NM_005924.4</b>  | Forward | TCTCACCAGACTGAGGCGAT    | 118               | 66                                    |
|                                     | Reverse | TTGCTGTCCACCCTTTACCC    |                   |                                       |
| <b>HoxA2</b><br><b>NM_006735.3</b>  | Forward | TTCAGCAAAATGCCCTCTCT    | 176               | 60                                    |
|                                     | Reverse | TAGGCCAGCTCCACAGTTCT    |                   |                                       |
| <b>18S rRNA</b><br><b>X03205.1</b>  | Forward | GTCTGCCCTATCAACTTTCG    | 111               | 60                                    |
|                                     | Reverse | ATGTGGTAGCCGTTTCTCA     |                   |                                       |

**Supplementary Table S2:** List of PCR primers used in this study and conditions

How the deposited data were processed for this re-analysis (not part of the article)

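Gene expression of BAL-derived MSCs was measured on Affymetrix arrays, 1 per patient, for 4 patients with s-IPF and 4 with p-IPF. The cells were at passage 2 and had been kept for 24 hours in 0.05% serum. According to the processing notes of the submitters, the authors made the values with RMA, which corrects for background, normalizes the arrays by quantiles and summarises the probes of each probe set, and compared the groups with limma; no versions are given. The deposited values are on the log2 scale and lie between 3.05 and 15.11. They were used as deposited. The Methods name the U133A array, and the table holds 54675 probe sets.

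Arrays were grouped by the labels. The paper's comparison used 3 arrays per group, without s-IPF 3 and p-IPF 4, which it left out after its PCA. Each comparison was made with these 6 arrays and with all 8. The 62 control probe sets were left out, and the other 54613 were fitted with limma (version 3.58.1, R version 4.3.3), p-IPF minus s-IPF, with default moderation, two-sided p and Benjamini-Hochberg adjustment over all probe sets. The thresholds were the paper's unadjusted p under 0.005 and an adjusted p under 0.05. Symbols came from the annotation of the array, and from Table 1 for 4 probe sets that the annotation leaves unnamed. For gene lists, each of 19738 genes was read by its probe set with the highest mean over the 8 arrays among those with 1 symbol. The 27 lists were written from general knowledge and tested with camera at a preset correlation of 0.01, with an estimated correlation and with the fry test beside it. Principal components were computed with all probe sets, centred and not scaled. Coordinates are not given, since no genome was at hand. Levels of genes tied to sex are not reported.

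The genes named are those of Table 1, whose values had been seen in the paper, apart from 2 that are not reported here, up to 4 genes per network and per gene list by the smallest p over the 6 arrays, the 10 highest and 10 lowest log2 fold changes among genes with an unadjusted p under 0.005 and no overlap, and the 10 smallest p over all 8 arrays. Outside this rule, LYZ, TYROBP, MRC1, FABP4, CD14, VIM, COL1A2, FMO2, SERPINB7, and the nodes of Fig. 3B beyond the 4 with the smallest p, were chosen after their values were seen.

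The fit was tested on simulated values drawn with the mean and residual SD of each of the 54613 probe sets. Of probe sets changed by 1 on the log2 scale, 91% were recovered at an unadjusted p under 0.005 with 6 arrays and 79.1% with 8; of those changed by 2, 94% and 97%, and of those changed by 3, 100% and 95.5%. Of unchanged probe sets, 0.452% and 0.509% were called. The shares rest on 66 or 67 changed probe sets per size and do not carry over to probe sets with larger errors. COL4A1, at 1.65 with a standard error of 0.409 over the 6 arrays, had an unadjusted p of 0.00641 in limma. The simulated values have independent probe sets, which real ones are not. The number of arrays, 3 or 4 per group, limits the precision. The alternatives were quantile normalization, centring on the median, a filter that keeps probe sets with a log2 value of at least 5 in at least 3 arrays, other moderation, array weights, the replicate number as a block, leaving out each array, 1 probe set per gene, and other thresholds, probe sets and scalings; their effect is given in the closing section.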

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

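The splits of the lists and of the mitosis genes, the exchange of labels, the dilution, the interferon test and the test of macrophage RNA in p-IPF were laid down before their results were seen. The splits of the counts, the pairs of arrays and the count of macrophage markers were chosen after the result was seen.

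In each group of 4 arrays, an array was singled out when its gap to the nearest of the others was large against the range of the group. This was so for 11 of 106 groups tested, where chance gives about 5.3, and s-IPF 3 was the array apart in 7 of them. The mean of the macrophage markers was 10.78 in s-IPF 3 and 6.15 to 6.55 in the other s-IPF arrays, that of the haematopoietic markers 10.20 against 6.07 to 6.32, and that of the contractile genes 11.39 against 10.67 to 10.72. In the genes of Table 1, s-IPF 3 stood apart in PERP (7.45 against 7.77 to 7.81), ID4 (7.52 against 5.79 to 5.94), ITGA6 (10.77 against 7.43 to 7.85) and RCAN1 (10.50 against 8.40 to 8.68). GATA2 was 7.25 in p-IPF 4 against 7.95 to 8.09 in the other p-IPF arrays. Further single arrays were p-IPF 1 on PC1 (50.9 against -17.4 to -9.52), s-IPF 1 in the mean of the TGF-β targets (10.23 against 10.69 to 10.77) and s-IPF 2 in the GAPDH control difference (-0.02 against 0.05 to 0.06), the last of which is small in size. Among genes the paper does not discuss, those of the interferon response were lower in p-IPF over all 8 arrays (median -0.51) and those of hypoxia and glycolysis higher (median 0.31), both with an adjusted p under 0.05 by camera at the preset correlation and not with an estimated one. Without s-IPF 2 the interferon median was -0.04, and without p-IPF 2 it was -0.30.

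The first pattern is that the 2 arrays left out lie toward the other group. Probe sets called in the 6 arrays placed s-IPF 3 on the p-IPF side at 74.7% and p-IPF 4 on the s-IPF side at 58.1%; when each array used was held out of the calling, it lay on its own side at 54.4% to 79.1%. So each array lay mostly on the side where exchanged labels would put it, with the lower share, 58.1%, inside that range. The low end of the range is p-IPF 1 alone, and the next lowest array was p-IPF 3, at 63.7%. Both arrays left out lay on the other group's side at 41.6% of the probe sets. Both lay on the p-IPF side at 33%, both on the s-IPF side at 16.4%, and each on its own side at 8.89%, NFIB among the last. Exchanged labels cannot be excluded by this test, nor are they singled out by it. Dilution by macrophage RNA was not seen in the MSC and fibroblast markers of s-IPF 3, which changed by -0.09 there against the other s-IPF arrays. The 9 Table 1 probe sets lower in p-IPF changed by -1.66, a difference of -1.57 (SD 0.39 over the s-IPF arrays used). This test cannot exclude dilution. The 9 were chosen as higher in the s-IPF arrays used as the reference, so a left-out array can lie below them for that reason. The markers had a mean of 13.01 in s-IPF 3, toward the highest value of the arrays (15.11), where a fall can be compressed. Patients whose cells differ from their group stay open and untested, since the arrays were left out for their place in the PCA. The paper's RT-PCR in other patients found FGF10 lower in p-IPF, which does not settle the labels.

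The second pattern is the macrophage markers in s-IPF 3 and p-IPF 1. All 15 of the 15 markers measured, from a list fixed beforehand, were highest in s-IPF 3, among them the abundant LYZ (13.88), TYROBP (13.39), FABP4 (12.88), SPP1 (12.71) and FCER1G (12.33), and RNA of macrophages in these cultures is a candidate source. CD14, 1 of the 15, is also in the list of haematopoietic markers, and SPP1 was high in all p-IPF arrays, which other cells could make. An interferon response was argued against: the mean of the interferon genes in s-IPF 3 was -0.26 relative to the other s-IPF arrays (SD 1.07), while the macrophage markers rose by 4.46. The sign rests on s-IPF 2, at 10.03 with low macrophage markers (6.15), since s-IPF 3, at 8.54, lay above s-IPF 1 and 4 (8.30 and 8.07) but far short of the rise of the markers. Whether adherent macrophages survived the removal of non-adherent cells, or the MSCs made these transcripts, was not tested.

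The third pattern is the higher level of mitotic genes in p-IPF. Over all 8 arrays 3 of 35 splits gave a median as large as the real 1.18. The highest of the other splits, 1.57, was the one that exchanges s-IPF 3 and p-IPF 4. Over the 6 arrays the real split gave 1.89 and the highest of the other splits 1. With the 6 arrays, 10 splits are too few for a share under 0.05, so chance cannot be excluded in either comparison. Macrophage RNA was argued against: p-IPF 2, the array of those used with the lowest macrophage markers, had a median rise of 1.64 (SD 0.219 over the s-IPF arrays used), with all 32 genes higher. Growth, density and serum response at harvest were not tested, since the labels give no growth data. The Methods give a range of confluence before serum deprivation, but no value per patient. A difference between the groups of patients stays open.

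For the counts of calls, the real split of the 6 arrays gave 1283 probe sets at an unadjusted p under 0.005 and the highest of the 9 others 419, with 5 and 2 at an adjusted p under 0.05, and 10 and 9 shifted lists. The real split was the highest, 1 of 10, in each, and 10 splits are too few for a share under 0.05. For all 8 arrays, 5 of 35 splits gave as many as the real 339, and the highest was 1394; for the lists 29 of 35 gave as many as 4, and the highest was 11. So chance cannot be excluded for these. At an adjusted p under 0.05 the real count was 0, which all 35 splits reach by construction, so this comparison decides nothing; the highest other count was 17. The split with 1394 is the one that exchanges s-IPF 3 and p-IPF 4. The next, with 1009, sets s-IPF 1, s-IPF 3, p-IPF 1 and p-IPF 4 against the other arrays, and further splits gave 564 and 411. A count above the real one is therefore not particular to that exchange. The splits with 1394 and 1009 call far more than the real 339 and point to a structure of the samples. Of the 16 ways to leave out 1 array per group, only 1, the paper's, gave as many as 1283 calls; the next gave 712, the lowest 137 and the median of the others was 262. At an adjusted p under 0.05 the paper's pair gave 5, and the 4 pairs that leave out s-IPF 4 gave more, from 15 to 23. The choice of arrays by their expression is a candidate explanation of the count at the unadjusted threshold, in 1 of 16 pairs.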

How the results depend on the processing

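The setting without both s-IPF 3 and p-IPF 1 was chosen after the macrophage markers were seen; all others were planned. Of 422 values recomputed, 328 stayed on their side, 58 were weaker, 32 stronger, 4 moved and 0 reversed; where nothing else is said, the cause was not tested. Over the 6 arrays, the count at an unadjusted p under 0.005 (1283) was 916 to 1444 under 6 settings, 708 without moderation, 531 with 1 probe set per gene and 477 with at least 2-fold change, and 867 to 1516 with each array left out. The count at an adjusted p under 0.05 (5) was 1 without moderation, 38 with array weights and 20 with 1 probe set per gene (fewer tests). It was 0 to 46 with each array left out and 0 with the replicate number as a block. In the 6 arrays the block compares only the arrays numbered 1 and 2, since s-IPF 4 and p-IPF 3 have no partner. The block and the loss of s-IPF 4 and p-IPF 3 cannot be told apart there. Of the Table 1 probe sets (23), 9 passed without moderation and 14 to 20 with each array left out. With the block, again without s-IPF 4 and p-IPF 3, 14 passed. FGF10 kept its call in the 6 arrays under each setting run. BMP4 (-2.58), MEOX2 (2.82) and HOXA2 (1.73) lost theirs without moderation, at the same fold changes. HOXA2 also lost its call as the mean of its probe sets (1.12) and with the block (1.3, from the arrays numbered 1 and 2). The mean of the probe sets of MEOX2, of which a further one is near the lowest signal, gave 1.44 over the 6 arrays, and 1.08 rather than 2.10 over all 8. With each array left out the ranges were -2.98 to -2.17 for BMP4, 2.43 to 3.42 for MEOX2 and 1.46 to 2.05 for HOXA2. The 10 shifted lists became 0 with an estimated correlation. Over all 8 arrays, the count of 339 was 595 with array weights, 712 without s-IPF 3 and p-IPF 1, 135 with 1 probe set per gene, 100 with at least 2-fold change and 213 (p-IPF 3) to 899 (s-IPF 3) with each array left out; the count of 0 at an adjusted p under 0.05 was 18 without s-IPF 4, 1 without p-IPF 4 and 0 without any other array. Of the Table 1 probe sets (3), 1 passed without moderation, 8 with array weights, 6 with the block, 7 without s-IPF 3 and p-IPF 1, and 1 to 10 with each array left out. The 4 shifted lists became 6 with array weights, 6 with the highest-variance probe set, 6 without s-IPF 3 and p-IPF 1, 0 with an estimated correlation and 4 to 8 with each array left out (6 or 8 without s-IPF 1, 3 or 4 or p-IPF 1 or 4). FGF10 (-2.41) gained a call with array weights (-2.98) and without s-IPF 3 and p-IPF 1 (-3.19), and without s-IPF 3, with -3.14 to -1.90 over the arrays left out; BMP4 gained one with the block (-1.67); HOXA2 lost its call without moderation (1.42) and without s-IPF 2 or 4 or p-IPF 1, 2 or 3, with 1.20 to 1.61 over the arrays left out; MEOX2 gained one without p-IPF 4, with 1.59 to 2.85. The block takes the replicate number as a pairing, which the data do not show. Of 4 pairs with the same number among all 8 arrays, 1 had deviations correlated above 0.1 (-0.124 to 0.188). Among the 6 arrays, only the pairs numbered 1 and 2 are complete. PC1 held 24.8% at unit variance and 39.4% over the 5000 most variable probe sets, and the median position over all called probe sets was 0.80 for s-IPF 3 and -0.24 for p-IPF 4. Low signal limits FGF10 in p-IPF and MEOX2 in s-IPF (9.33 percentile), where a fold change can be compressed.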

Differences from the paper's values

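All 24 log2 fold changes of Table 1 equal those computed here to 2 decimals, and the 8 arrays lie on PC1 and PC2 where Supplementary Figure S4 plots them, as far as can be read by eye. The paper's count of probe sets at an unadjusted p under 0.005 is 428, and here it was 1283. Of 15 alternatives set before the data were examined, 2 came within 1.5 times of the paper's count, 1 probe set per gene (531) and a change of at least 2-fold (477), which is the limit in the legend of Supplementary Table S1; the other 13 did not. Of the 24 p-values of Table 1, 17 were within 1.5 times of the printed value and its rounding, and 7 were not. For BMP4 the paper's p is 0.001, and limma gave an unadjusted p of 0.0026; 3 of 13 alternatives came within the limit (array weights, without s-IPF 2, without p-IPF 1). For MMP11 the paper's p is 0.001, against an unadjusted p of 0.00231 (1 of 13, the filter on dim probe sets). For ANXA3 the paper's p is 0.000, against 0.00223 unadjusted (0 of 13), and for F11R the paper's p is 0.000, against 0.00127 unadjusted (3 of 13: array weights, the replicate block and without s-IPF 4). For GATA2 the paper's p is 0.004, against 0.000148 unadjusted (0 of 13), for MEOX2 the paper's p is 0.001, against 0.00374 unadjusted (1 of 13, without p-IPF 3), and for SEMA3F the paper's p is 0.004, against 0.000662 unadjusted (3 of 13: no moderation, without p-IPF 2 and without p-IPF 3). COL4A1, which the paper calls, had an unadjusted p of 0.00641 and passed 0.005 with array weights (0.00239) and without p-IPF 1 (0.000272). It also passed with the replicate block (0.00232), here as for F11R without s-IPF 4 and p-IPF 3, which have no partner. The Methods give an adjusted limit and a 2-fold change for the network step. At an adjusted p under 0.05 and at least 2-fold change, 5 probe sets passed here, with ITGA6 of network 2 among them by a probe set other than that of Table 1 (adjusted p = 0.0455).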

Other observations

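Inflammatory cytokines and NF-κB targets varied within the groups: their mean log2 value was 10.05 in p-IPF 4 and 9.50 in s-IPF 2, and between 6.76 and 7.75 in the other arrays. Keratin KRT19 was 8.35 in p-IPF 1, 7.39 in p-IPF 2 and 6.14 in p-IPF 3, against 4.65 to 4.87 in the s-IPF arrays used, and 6.59 in s-IPF 3 and 4.35 in p-IPF 4. SPP1 rose by 2.87 over the 6 arrays (adjusted p = 0.125) and was 12.71 in s-IPF 3 and 11.44 in p-IPF 4. THY1, which encodes CD90, fell by 0.89 over the 6 arrays (adjusted p = 0.293) and by 1.04 over all 8 (adjusted p = 0.687), with every p-IPF array below every s-IPF array.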
